# Bacterial vitamin B6 is required for post-embryonic development in *C. elegans*

**DOI:** 10.1038/s42003-024-05992-2

**Published:** 2024-03-26

**Authors:** Min Feng, Baizhen Gao, Daniela Ruiz, Luis Rene Garcia, Qing Sun

**Keywords:** Developmental biology, Metabolic disorders

## Abstract

Nutritional intake influences animal growth, reproductive capacity, and survival of animals. Under nutrition deficiency, animal developmental arrest occurs as an adaptive strategy to survive. However, the nutritional basis and the underlying nutrient sensing mechanism essential for animal regrowth after developmental arrest remain to be explored. In *Caenorhabditis elegans*, larvae undergo early developmental arrest are stress resistant, and they require certain nutrients to recover postembryonic development. Here, we investigated the developmental arrest in *C. elegans* feeding on *Lactiplantibacillus plantarum*, and the rescue of the diapause state with trace supplementation of *Escherichia coli*. We performed a genome-wide screen using 3983 individual gene deletion *E. coli* mutants and identified *E. coli* genes that are indispensable for *C. elegans* larval growth on originally not nutritionally sufficient bacteria *L. plantarum*. Among these crucial genes, we confirmed *E. coli pdxH*, and the downstream metabolite pyridoxal 5-P (PLP, Vitamin B6) as important nutritional factors for *C. elegans* postembryonic development. Transcriptome results suggest that bacterial *pdxH* affects host development by coordinating host metabolic processes and PLP binding. Additionally, the developmental arrest induced by the *L. plantarum* diet in worm does not depend on the activation of FoxO/DAF-16. Altogether, these results highlight the role of microbial metabolite PLP as a crucial cofactor to restore postembryonic development in *C. elegans*.

## Abstract (web summary)

Nutrition shapes animal growth and survival. *E. coli*-derived vitamin B6 is crucial for reversing developmental arrest in *C. elegans* fed with probiotic *Lactiplantibacillus plantarum*, independently of FoxO/DAF-16 activation.

## Introduction

A well-balanced diet contains macronutrients such as carbohydrates, fats, and proteins, as well as micronutrients such as vitamins and minerals to sustain basal metabolism and tissue function. Lack of certain nutrients leads to alterations in metabolism and causes severe deficiency in animal growth and reproduction. Therefore, understanding the role of individual nutrients is critical for revealing regulatory mechanisms of animal development.

The nematode *Caenorhabditis elegans* is a good model to study the effects of diet on life history traits such as development, reproduction, and aging^1^. As a bacterivore, *C. elegans* consumes a wide range of bacteria, including bacteria found in human microbiota such as *E. coli*. Multiple genetic engineering techniques have been developed to modify the genome of both *C. elegans* and its diet bacteria, making this model suitable for investigating the effects of bacteria-derived nutrients on host development^2^. Nutrient availability is a determinant of larval development in *C. elegans*. To survive unfavorable nutritional environments, the larvae can alter their developmental progression^3^. For example, in the absence of nutrients, newly hatched L1 larvae immediately arrest their postembryonic development^4^. Therefore, the *C. elegans* developmental arrest model provides an opportunity to study how the animal adapts to fluctuations in nutrient availability.

Animals obtain essential nutrients not only from food intake but also from the synthesis of co-existing symbiosis microbiota. Previous studies emphasized the importance of metabolites derived from bacteria on larvae development in *C. elegans*. For example, vitamin B12, a metabolite of *Comamonas aquatica* D1877, accelerates host development via the methionine/S-Adenosylmethionine (SAM) cycle^5^. In addition, bacteria-secreted enterobactin facilitates mitochondrial iron uptake and promotes worm development by binding to the ATP synthase^6^. Additionally, vitamin B2 provided by bacteria regulates worm protease activities and development^7^. However, the effects of microbial metabolites/nutrients on postembryonic development in animals are missing, which is essential for understanding both the nutritional requirements and the intricate mechanism involved in animal growth.

In this study, an interspecies systems biology approach with *C. elegans* and its microbial diets, *E. coli* and *Lactiplantibacillus plantarum*, were used to identify bacterial metabolites that affect the animal’s early-stage development and gene expression. *L. plantarum* has been shown to have probiotic effects in *C. elegans* when fed to adults^8–10^. We observed that hatched L1 *C. elegans* developmentally arrest or stalled when feeding on *L. plantarum* diet; however transient feeding with trace *E. coli* can promote larval development and further feeding on *L. plantarum*, which was originally not nutritionally sufficient. Through a systematic screen on ~4000 single gene deletion strains, we identified 29 *E. coli* genes that are essential for *E. coli* to promote *C. elegans* growth on an *L. plantarum* diet. The *E. coli pdxH* gene and the downstream metabolites vitamin B6 were further confirmed to coordinate host metabolic processes and PLP-binding activity thereby contributing to the host development.

## Results

### *L. plantarum* induces developmental arrest in *C. elegans*

The nutritional composition of bacterial food can induce larval developmental delay in *C. elegans*. To investigate the effect of two different food sources, a commonly consumed probiotic Gram-positive bacterium *L. plantarum* and the standard laboratory food *E. coli* OP50, we fed synchronized L1 worms with *L. plantarum* and *E. coli* OP50 individually and measured worm development. Synchronized L1 worms were fed with *L. plantarum* or *E. coli* OP50. We found that ~95% of worms fed on OP50 developed to adults within 3 days at 21–22 °C, whereas worms fed solely on *L. plantarum* developmentally arrested at the early larval stage (Fig. 1a), suggesting that *L. plantarum* may not provide sufficient nutrients for *C. elegans* larvae development. To further investigate the food preference of *C. elegans*, two behavior assays to assess food dwelling and food choice assay were performed. Briefly, in the food-dwelling assay, we placed worms on a bacterial lawn and observed their location after a 24-h period. For the food choice assay, we set a plate with OP50 lawn on one side and *L. plantarum* lawn on the opposite side. The percentages of worms found on each bacterial lawn were monitored at specific time intervals to assess their food preference. The results showed worms tend to stay on OP50 as compared to the *L. plantarum* lawn (Fig. 1b and c), indicating *L. plantarum* is a less favorable food source. Interestingly, in the food choice assay, after OP50 was consumed on day 4, ~25% of worms switched to the *L. plantarum* lawn and consumed it (Fig. 1c), suggesting that worms can utilize *L. plantarum* food for growth if they previously ate OP50.

**Fig. 1:**
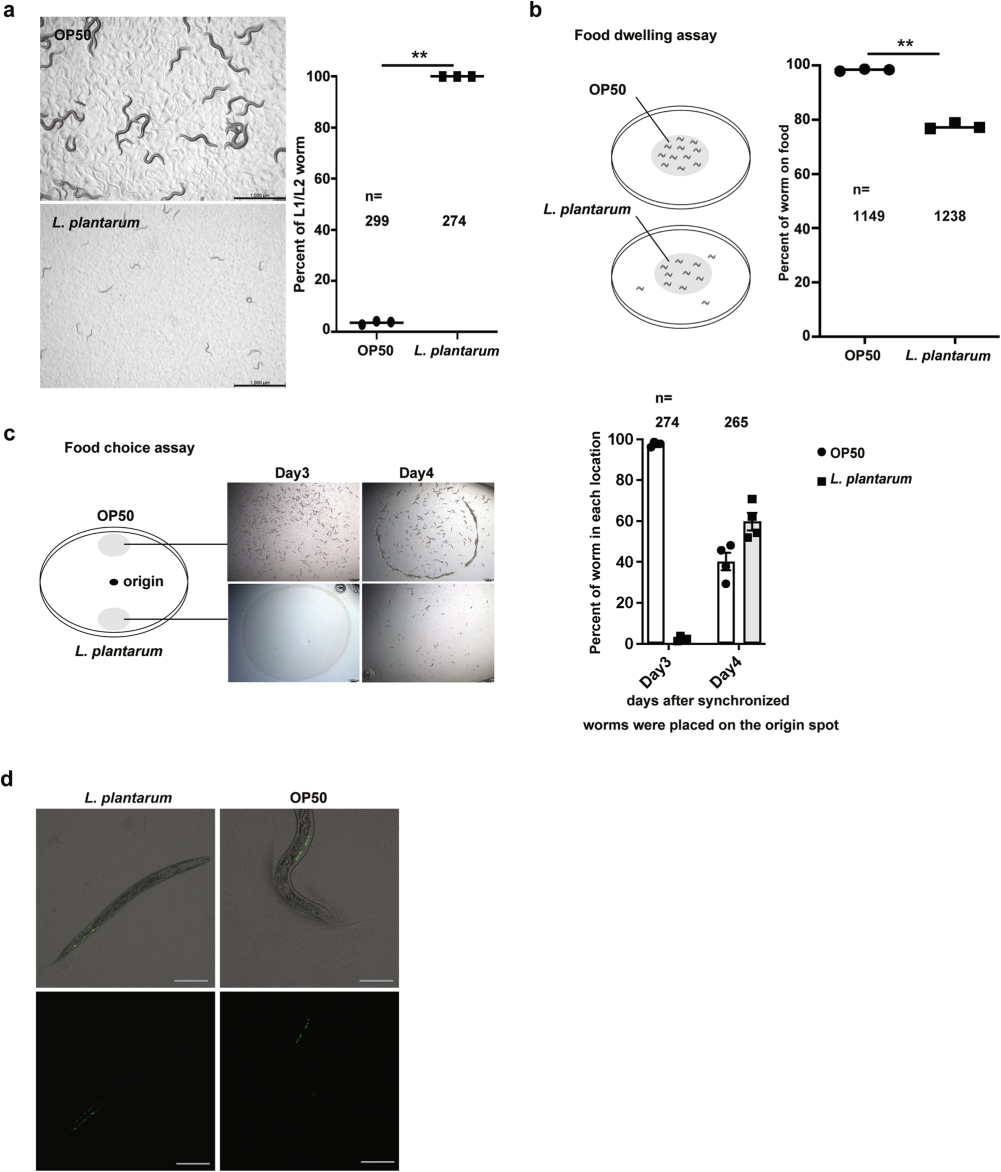
*L. plantarum* induces early-stage larval arrest in *C. elegans*. **a** Microscope image and bar graph showing that worms fed with *L. plantarum* were arrested at the early larvae stage three days after hatching. Scale bar, 1000 μm. **b** Schematic drawing and quantitative data of the food dwelling assay. Circles indicate the bacterial lawn of OP50 (upper) and *L. plantarum* (bottom), respectively. The animals were scored 24 h after L1 worms were placed on the food spot. **c** Schematic drawing, microscope images and quantitative data of the food choice assay. Synchronized L1 worms were placed in the center spot (origin). OP50 (upper) and *L. plantarum* (bottom) bacteria were placed on opposite sides of the plate. The percentages of worms on each bacterial lawn were calculated at the indicated time. Worms moved to *L. plantarum* lawn and ate it after 4 days when OP50 was totally consumed. Scale bar, 1000 μm. **d** Synchronized L1 worms with *hlh-8::gfp* reporter expressed in the M-cell were fed with either *L. plantarum* or OP50 for 3 days. Fluorescent microscope images showing the GFP signal distribution. Scale bar, 50 μm. All data are representative of at least three independent experiments. *n* = number of worms scored. Data are represented as mean ± SEM. Significance determined by unpaired two-tailed Student’s *t*-test. * indicates *P*-value < 0.05, ** indicates *P*-value < 0.01, N.S. indicates non-significant difference.

To further elucidate the stage at which developmental arrest occurred in the presence of *L. plantarum*, we assessed M lineage patterning as an indicator of worm development progression. In postembryonic development, a single mesodermal blast cell (M) undergoes division to produce a small number of additional mesodermal cells^11,12^. In hermaphrodites, the M divisions occurring in early larval development result in the formation of 14 striated body wall muscles, two sex myoblasts (SMs), and two coelomocytes^13^. By the L4 stage, the SMs undergo division, resulting in 16 SM descendants located near the vulval opening^11^. Here, we used *hlh-8::gfp* reporter expressed in the M-cell as the indicator. We observed that the GFP signal displayed the pattern characteristic of the stage between the late L1 stage to L2 stage in worms fed *L. plantarum* after 3 days, while worms fed OP50 exhibited a GFP signal pattern resembling the L4 stage (Fig. 1d). This observation strongly suggests that the development of worms fed with *L. plantarum* arrested or stalled at the late L1 stage to L2 stage.

### *L. plantarum*-induced development arrest is not due to bacterial avoidance

As *C. elegans* pharyngeal pumping filters bacteria and transports them from the stoma to the isthmus^14^, we then asked if the size of *L. plantarum* (0.9–1.2 µm wide and 3–8 µm long^15^) is too large for L1 worms to feed. In order to see if *L. plantarum* can pass the worm pharynx and reach the gut, we used a green fluorescent dye carboxyfluorescein diacetate succinimidyl ester (CFSE) to stain *L. plantarum* and fed the fluorescent *L. plantarum* to *C. elegans*. After 2 h of incubation, we found L1 worms fed CFSE stained *L. plantarum* had green fluorescence signal both in the pharynx and the gut (Fig. 2a), indicating that the dietary effect from *L. plantarum* on worm development was not due to deficiency of bacteria uptake.

**Fig. 2:**
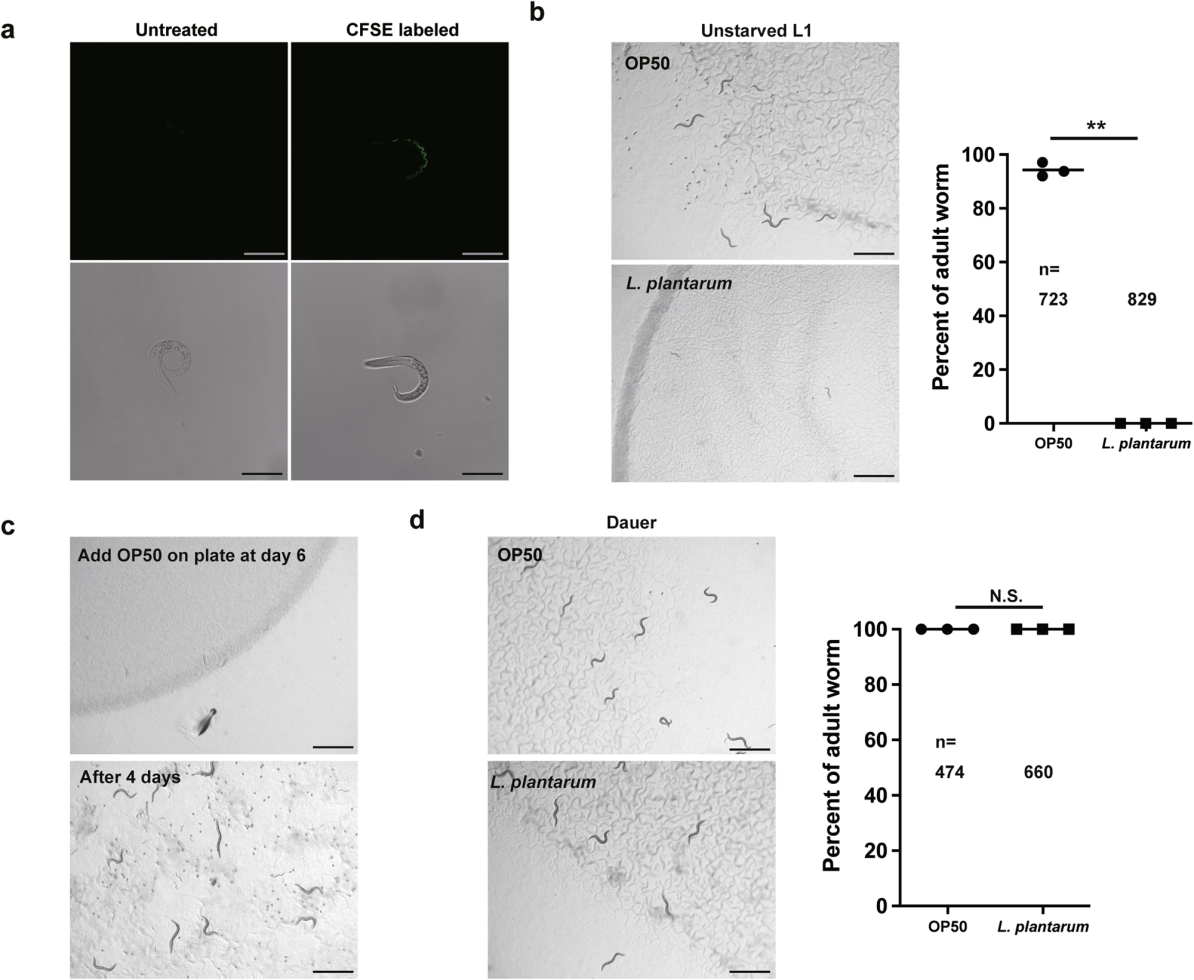
*L. plantarum*-induced development arrest is not due to bacterial avoidance. **a** Microscope images showing the distribution of GFP signal in the newly hatched L1 worms fed either unstained *L. plantarum* or CFSE-labeled fluorescent *L. plantarum*, 2 h after feeding. Scale bar, 50 μm. **b** Microscope images and bar graph demonstrating that newly hatched worms fed on *L. plantarum* without starvation were arrested at the early larval stage three days after being placed on the bacteria. Scale bar, 1000 μm. **c** Worms grown on *L. plantarum* for 6 days can recover to adults with viable progeny 4 days after switching to OP50 food. Scale bar, 1000 μm. **d** Microscope images and bar graph showing that dauer larvae fed *L. plantarum* had a similar percentage of adult worms to those fed on OP50, 2 days after being placed on the bacteria. Scale bar, 1000 μm. All data are representative of at least three independent experiments. *n* = number of worms scored. Data are represented as mean ± SEM. Significance determined by unpaired two-tailed Student’s *t*-test. * Indicates *P*-value < 0.05, ** indicates *P*-value < 0.01, N.S. indicates non-significant difference.

Since starvation causes animal physiological and behavioral changes, we wondered whether these changes are responsible for the developmental arrest in worms fed on *L. plantarum*. To test this hypothesis, newly isolated eggs were placed on the *L. plantarum* lawn to avoid starvation. However, the worms stayed at the L1/L2 stage 5 days after being placed on the *L. plantarum* lawn (Fig. 2b), suggesting the developmental arrest induced by *L. plantarum* is not because the worm avoided *L. plantarum* after hatching. To explore whether this developmental arrest effect is reversible, OP50 was added to worms exposed to *L. plantarum* for 6 days. After adding OP50, developmental arrested worms recovered to adults with viable progenies within 3 days (Fig. 2c). This suggests that the nutrient deficiency of *L. plantarum* induced a reversible developmental arrest to the host, which is a similar protective response to starvation. We next asked if *L. plantarum* is also a nutrient-deficient food source for another typical development arrested stage, dauer larvae. To test this, dauer larvae were isolated and fed either OP50 or *L. plantarum*. We found that dauer worms grew normally into adults when fed *L. plantarum* food (Fig. 2d). These findings suggest that *L. plantarum* lacks certain nutrients that are essential for the growth of early larval stage worms, but it provides sufficient nutrients for exit from the dauer stage to adulthood.

### A trace amount of *E. coli* can support the development of worms fed on *L. plantarum*

Previous studies have shown that when larvae are provided with inadequate food, larval growth can be restored by supplementing a trace amount (0.2 µl, OD_600_ = 1, 1.6 × 108 c.f.u.) of live *E. coli*^6^. To determine whether *E. coli* metabolites can compensate for some *L. plantarum* nutritional deficiency, L1 worms first were fed the same trace amount of live *E. coli* OP50 or BW25113. The optical refractivity of worms fed with 0.2 µl of bacterial culture changed so that they were easier to visualize, but they failed to develop substantial biomass (Fig. 3a).

**Fig. 3:**
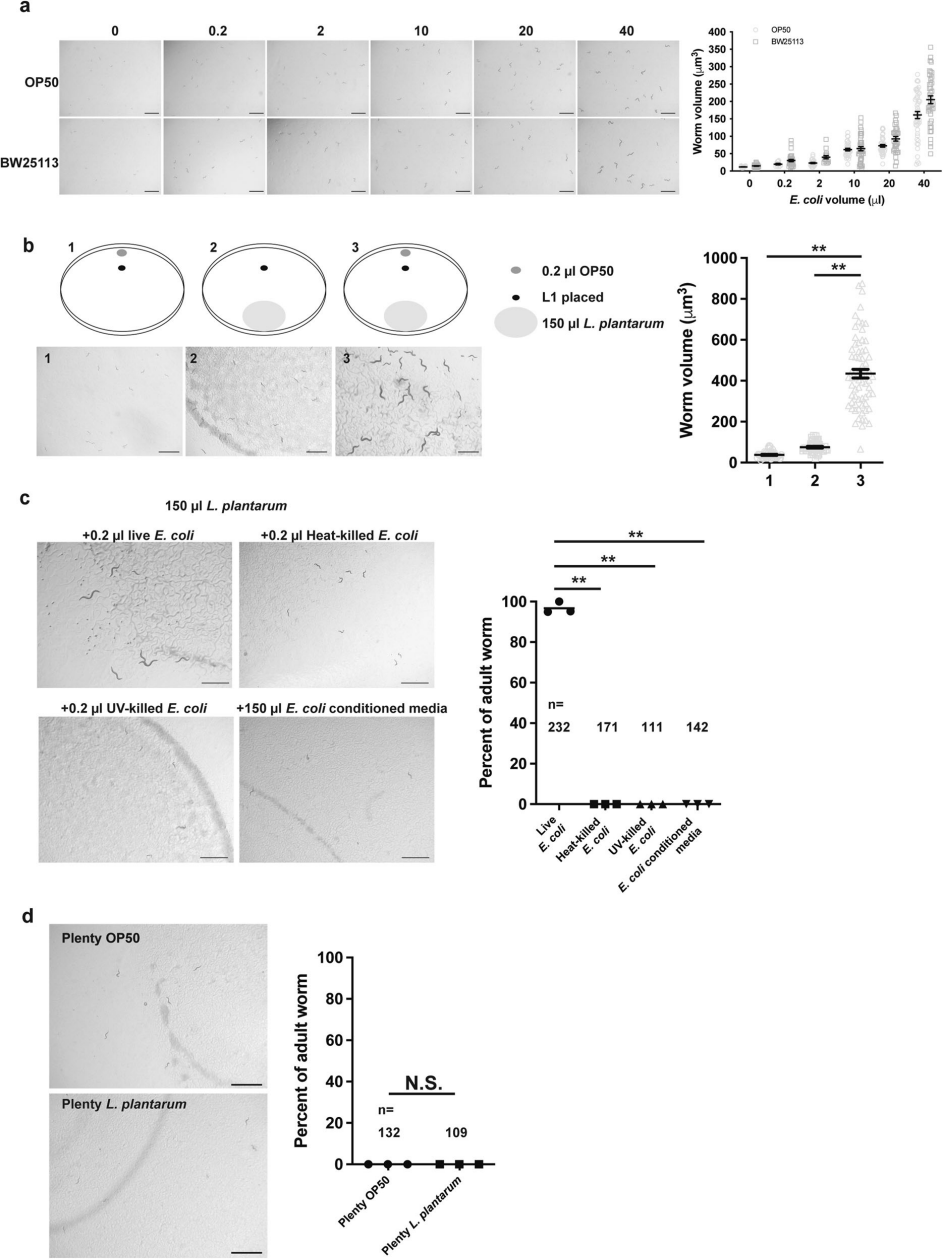
A trace amount of *E. coli* can support the development of worms fed on *L. plantarum*. **a** Microscope image and bar graph showing that synchronized L1 worms fed on inadequate amounts of *E. coli* OP50 or BW25113 alone remained small. The volume of the worms was measured 4 days after the larvae were placed on the plates. Number of worms scored in the OP50 diet is 42, 32, 46, 46, 46, 46; Number of worms scored in the BW25113 diet are 46, 46, 40, 46, 46, 46. **b** Schematic drawing, microscope images, and bar graphs showing that a trace amount of *E. coli* OP50 supports the postembryonic growth of worms fed *L. plantarum*. The volume of the worms was measured 4 days after the larvae were placed on the plates. **c** Representative images and bar graph showing synchronized worms fed on 150 µl *L. plantarum* together with 0.2 µl live *E. coli*, 0.2 µl heat-killed *E. coli*, 0.2 µl UV-killed *E. coli*, or 150 µl *E. coli* conditioned media for 4 days. **d** L1 worms from mothers fed only *E. coli* or from mothers fed trace amounts of *E. coli* with an abundant supply of *L. plantarum* were placed on a *L. plantarum* lawn, respectively. Worm growth was measured 5 days after larvae were placed on the plates. All data are representative of at least three independent experiments. Scale bar, 1000 μm. *n* = number of worms scored. Data are represented as mean ± SEM. Significance determined by unpaired two-tailed Student’s *t*-test. * Indicates *P*-value < 0.05, ** indicates *P*-value < 0.01, N.S. indicates non-significant difference.

Next, we fed the worms abundant *L. plantarum* together with trace live *E. coli*. We found that larval growth was recovered with the supplemented *E. coli* (Fig. 3b), and the progeny from those worms were also able to grow on *L. plantarum*, suggesting that factors from the trace amount of *E. coli* stimulate *C. elegans* surpass L1/L2 stage so they can use *L. plantarum* as nutrients. To characterize further the active compounds from *E. coli*, we supplemented *L. plantarum* with heat-treated, UV-treated *E. coli* or *E. coli*-conditioned media. We observed that while live *E. coli* promoted *C. elegans* growth of worms on *L. plantarum*, none of the above conditions were as effective (Fig. 3c). Thus, *E. coli* factors that rendered the *L. plantarum* edible are not secreted, heat nor UV stable. Increasing evidence suggests that various bioactive dietary factors may modify the epigenome and could thus be incorporated into an epigenetic diet^16^. Here we sought to determine whether a diet supplemented with *L. plantarum* could render the diet edible for their offspring. To test this, gravid worms were fed trace amounts of *E. coli* with an abundant supply of *L. plantarum*, then bleached to obtain L1 worms, which were subsequently placed on an *L. plantarum* lawn. As a control, L1 worms from mothers fed only *E. coli* were used. After 5 days on the plate, the worms remained in the early developmental stage, similar to the control group (Fig. 3d). These results suggest that potential epigenetic modifications resulting from the *L. plantarum* diet were insufficient to render the diet edible for their offspring.

### A high-throughput screen of *E. coli* single gene deletions identifies the genes required for *C. elegans* to fed and develop on *L. plantarum*

To identify systematically the bacterial components that act as nutrients to recover worm development, we performed a genome-wide screen using the Keio collection library. This library contains 3985 single gene knockout *E. coli* strains, with individual genes replaced with a kanamycin cassette in the K12 BW25113 background^17^. To conduct the screen, ~100 synchronized L1 worms were placed onto the plates with a trace amount of *E. coli* mutants from the Keio collection, together with *L. plantarum* (Fig. 4a). We then monitored the worms’ development for 4–6 days. The wild-type parental strain *E. coli* BW25113 was used as the positive control. In the primary screen, we selected *E. coli* candidates that potentially delayed worm development. We performed a secondary screen with biological triplicates to narrow the candidates to 421 *E. coli* mutants (Fig. 4a). After a third screening, we confirmed 29 mutant *E. coli* strains that failed to support worm growth (Fig. 4b, Table 1).

**Fig. 4:**
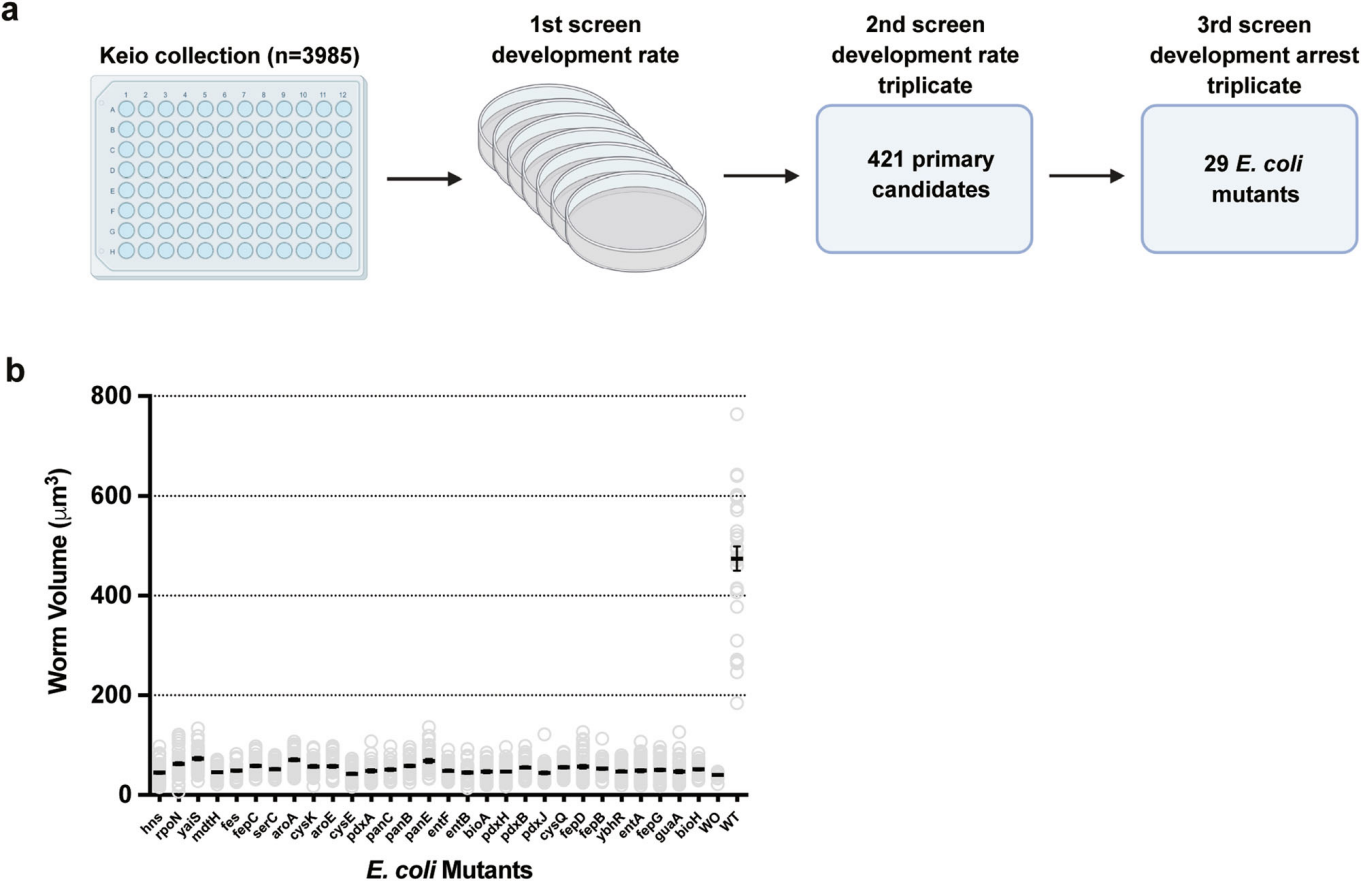
High-throughput screen for *E. coli* single gene deletions affecting *C. elegans* development when fed with *L. plantarum*. **a** Schematic of the genome-wide screens. **b** Bar graph showing the impact of *E. coli* mutant strains from the library on the development of worms fed on 150 µl *L. plantarum*. The volume of the worms was measured 4 days after synchronized L1 worms were placed on the plates. Number of worms scored in each group are 49, 54, 46, 37, 36, 36, 31, 42, 30, 40, 43, 30, 31, 47, 39, 38, 35, 35, 53, 56, 39, 35, 46, 41, 42, 45, 43, 41, 30, 18, 31. Data are represented as mean ± SEM.

**Table 1:** Gene annotation of 29 identified *E. coli* genes from the screening

KEGG pathway	Gene	Description
Vitamin B6 Metabolism	*serC*	Phosphoserine aminotransferase
	*pdxJ*	Pyridoxine 5’-phosphate synthase
	*pdxB*	Erythronate-4-phosphate dehydrogenase
	*pdxA*	4-hydroxythreonine-4-phosphate dehydrogenase
	*pdxH*	Pyridoxine/pyridoxamine 5’-phosphate oxidase
Ferric enterobactin transporters	*Fes*	Enterochelin esterase
	*fepB*	Ferric enterobactin-binding periplasmic protein
	*fepC*	Ferric enterobactin transport ATP-binding protein
	*fepG*	Ferric enterobactin transport system permease protein
	*fepD*	Ferric enterobactin transport system permease protein
Biosynthesis of siderophore group nonribosomal peptides	*entF*	Enterobactin synthase component F
	*entA*	2,3-dihydro-2,3-dihydroxybenzoate dehydrogenase
	*entB*	Enterobactin synthase component B
Cysteine and methionine metabolism	*cysE*	Serine acetyltransferase
	*cysK*	Cysteine synthase A
Pantothenate and CoA biosynthesis	*panB*	3-methyl-2-oxobutanoate hydroxymethyltransferase
	*panE*	2-dehydropantoate 2-reductase
	*panC*	Pantothenate synthetase
Unclassified	*hns*	DNA-binding transcriptional dual regulator H-NS
	*rpoN*	RNA polymerase, sigma 54 (sigma N) factor
	*yaiS*	putative deacetylase
	*mdtH*	multidrug efflux pump
	*ybhR*	putative ABC exporter membrane subunit
	*guaA*	GMP synthetase
	*cysQ*	3’(2’),5’-bisphosphate nucleotidase
	*bioA*	Adenosylmethionine-8-amino-7-oxononanoate aminotransferase
	*bioH*	Pimeloyl-[acyl-carrier protein] methyl ester esterase
	*aroA*	3-phosphoshikimate 1-carboxyvinyltransferase
	*aroE*	Shikimate dehydrogenase (NADP+)

### *E. coli* vitamin B6 is essential for post-embryonic development in *C. elegans*

To classify the function of these 29 genes essential for recovering *C. elegans* early larval stage development, we performed a KEGG pathway enrichment analysis. We found that the genes are involved in a variety of metabolic pathways, including vitamin B6 metabolism, ferric enterobactin transports, biosynthesis of siderophore group non-ribosomal peptides, cysteine and methionine metabolism, pantothenate and CoA biosynthesis, and some unclassified pathways (Table 1). Out of these 29 genes, 5 of them are involved in the *E. coli* vitamin B6 biosynthesis pathway (Table 1). In contrast to eukaryotes, *E. coli* is capable of synthesizing the active form of vitamin B6, pyridoxal 5′-phosphate (PLP), through both de novo and salvage biosynthesis pathways (Fig. 5a). In order to investigate the role of these two pathways in regulating the growth of worms fed with *L. plantarum*, we fed the worms with various *E. coli* mutants and evaluated their growth by measuring worm size. Our results indicate that the development of worms arrested at early stage when fed with a trace amount of *E. coli* mutants with disrupted vitamin B6 de novo biosynthesis (Fig. 5b). This suggests that *E. coli* vitamin B6 de novo biosynthesis pathway plays an important role in recovering early-stage larval growth in the context of *L. plantarum* diet. To eliminate the possibility of contamination of these *E. coli* mutant strains, we performed PCR using gene-specific primers and verified the correct gene deletion in the knockout mutants (Supplementary Fig. 1).

**Fig. 5:**
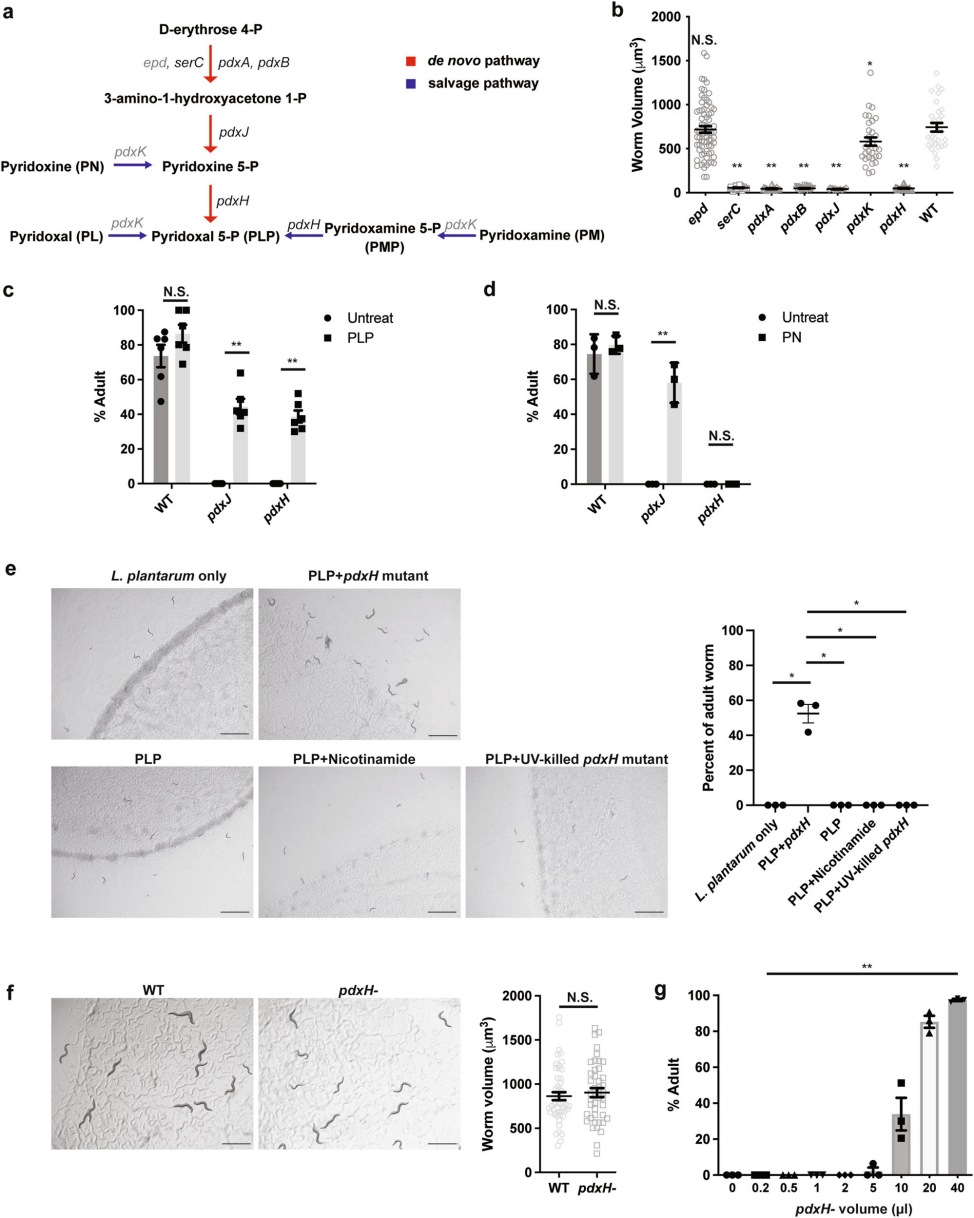
*E. coli* vitamin B6 is essential for post-embryonic development in *C. elegans*. **a** The vitamin B6 synthesis pathway in *E. coli* with genes essential for worm growth from the screening labeled in black. **b** Bar graph showing the development of synchronized L1 worms fed 0.2 µl *E. coli* mutants with disrupted vitamin B6 biosynthesis together with 150 µl *L. plantarum*. The volume of the worms was measured 3 days after the larvae were placed on the plates. Number of worms scored in each group are 72, 31, 25, 26, 16, 31, 37, 30. **c** The final metabolite pyridoxal 5′-phosphate (PLP) was supplemented to worms fed on 0.2 µl *E. coli pdxJ* or *E. coli pdxH* mutants together with 150 µl *L. plantarum*. The volume of the worms was measured 3 days after the larvae were placed on the plates. **d** The intermediate pyridoxine (PN) was supplemented to the worms fed on 0.2 µl *E. coli pdxJ* or *E. coli pdxH* mutants together with 150 µl *L. plantarum*. The volume of the worms was measured 3 days after the larvae were placed on the plates. **e** Worms were fed on *L. plantarum* together with PLP only, PLP supplemented with the cofactor Nicotinamide, and PLP with trace amounts of UV-killed *E. coli pdxH* mutant, respectively. **f** Worms were placed on an *E. coli pdxH* mutant lawn and a BW25113 lawn as the control. Worm growth was measured 2 days after L1 was placed on the plates. Number of worms scored in each group are 50 and 44. **g** Worms were fed with an *L. plantarum* diet with varying concentrations of the *pdxH* mutant. Worm growth was measured 4 days after L1 was placed on the plates. All data are representative of at least three independent experiments. Scale bar, 1000 μm. *n* = number of worms scored. Data are represented as mean ± SEM. Significance determined by unpaired two-tailed Student’s *t*-test. * Indicates *P*-value < 0.05, ** indicates *P*-value < 0.01, N.S. indicates non-significant difference.

To further investigate the *E. coli* metabolites involved in vitamin B6 metabolism-regulating arrested larvae development, the intermediate pyridoxine (PN) and final metabolite pyridoxal 5′-phosphate (PLP) were supplemented to the worms fed on trace *E. coli pdxJ* or *E. coli pdxH* mutants together with plenty of *L. plantarum*. We found the worm development completely recovered by dietary supplementation of the *pdxH* downstream metabolite PLP (Fig. 5c, Supplementary Fig. 2). Meanwhile, supplementing with intermediate PN rescued worm growth on *pdxJ* mutant but not *pdxH* mutant (Fig. 5d, Supplementary Fig. 2), indicating that the final product PLP is essential for *C. elegans* larval development. To determine whether the growth effect is restricted to a specific bacterial background, we added PLP only, PLP supplemented with the cofactor Nicotinamide, and PLP with trace amounts of UV-killed *E. coli pdxH* mutant to the worms that were fed on *L. plantarum*, individually. We found that supplementing 1 mM PLP without live *pdxH* mutant did not promote the worm growth (Fig. 5e), suggesting that the beneficial role of PLP for larval growth either requires some live *E. coli* molecules to deliver the PLP to *C. elegans*, or *C. elegans* is dependent on some downstream bacterial usage of PLP. As trace amounts of *E. coli pdxH* mutant cannot support the growth of worms fed on *L. plantarum*, we investigated whether a plentiful amount of the *pdxH* mutant alone could support worm development. We placed worms on an *E. coli pdxH* mutant lawn and used BW25113 lawn as the control. The results show that the lack of *pdxH* does not affect worm growth (Fig. 5f). Next, we explored whether other components from *E. coli* could compensate for the function of PLP and support the growth of worms fed on *L. plantarum*. To investigate this, we supplemented worms with an *L. plantarum* diet with varying concentrations of the *pdxH* mutant. We found that supplementation of no less than 5 µl of *pdxH* mutant (OD600 = 1) could partially recover the growth of the worms (Fig. 5g). This suggests that the function of *pdxH* can be compensated for by increasing the amount of the *E. coli* mutant. The *pdxH* mutant was grown in rich nutrient-containing yeast extract, which provided the vitamins required for the mutant’s enzyme functions. Taken together, these results demonstrate that *E. coli pdxH* mutant provides limited nutrition, with vitamin B6 deriving from its prior culturing conditions, supporting worm growth.

### Bacterial *pdxH* affects host development by coordinating host metabolic processes and PLP binding activity

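Worms fed 150 µl of *L. plantarum* together with 0.2 µl of either wild-type *E. coli* BW25113 or the *E. coli pdxH* mutant gave 1 RNA-seq library per diet, so none of the values has a replicate and no p-value across genes is given. The paper's methods state that the worms of both diets were collected at the same stage. BW25113 is the parent strain of the *E. coli* single-gene deletion library. The authors trimmed the paired reads, mapped them with STAR, counted reads per gene with HTSeq and compared the 2 libraries with GFOLD, a tool made for RNA-seq without replicates. Its GFOLD(0.01) value is a log2 fold change drawn toward 0 by the counting error, and it is 0 for a gene whose change is within that error. The deposited table lists 46904 genes by WormBase identifier, with 1 value per library under the name RPKM. These values carry no correction for gene length, since the length of every gene was set to 20 bases, and 1 read was worth 1.23 in the wild-type library and 1.08 in the *pdxH* library. Reads were recovered from them as whole numbers. The recovered reads added up to 40707752 with wild-type *E. coli* and 46372171 with the *pdxH* mutant, which are the totals written in the table. Of the genes listed, 21456 had reads with wild-type *E. coli* and 21518 with the *pdxH* mutant, and 23141 had reads in 1 or both libraries. Each change was expressed as the log2 ratio of the deposited values, *pdxH* over wild type, with a pseudocount of 1, and the median of this ratio was 0.0042 over the genes with reads. Intervals are 95% intervals of the counting error alone and do not cover the variation between worm cultures. A gene with at most 3 reads in a library was treated as being at the limit of detection there. Gene positions are those of the Ensembl annotation of the WBcel235 genome, which holds 46817 of the 46904 identifiers. The paper's text does not name the genome build, nor how reads that map to several genes or to overlapping genes on opposite strands were counted, so the reads of near-identical gene copies and overlapping genes are uncertain.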

To investigate the signaling mechanism that leads to the developmental arrest of *C. elegans* fed on *L. plantarum* due to the absence of *pdxH* in *E. coli*, we carried out RNA sequencing and expression analysis to identify the host pathways regulated by *E. coli pdxH* activity. Specifically, we compared the RNA-seq results of worms fed an *L. plantarum* diet with either a trace amount of *E. coli pdxH* mutant or wild-type *E. coli* BW25113. We identified 120 genes with increased expression and 830 genes with reduced expression with a Gfold (0.01) value (which indicates the fold change in gene expression) over 0.5 (Supplementary Data 1), suggesting widespread effects of the lack of *pdxH* in *E. coli* diet on host gene expression in *C. elegans*. 

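The authors' deposited table holds 120 genes with a GFOLD(0.01) value over 0.5 and 830 with a value under -0.5 for the *pdxH* diet relative to wild-type *E. coli*, so 87.4% of these genes were lower. When the 1% tail of the ratio was computed again from the recovered reads, 139 genes were higher and 875 were lower past the same threshold, and these included each of the 120 and 830 genes. Without an allowance for counting error, the log2 ratio with a pseudocount of 0.1 was over 0.5 for 4247 genes and under -0.5 for 4641 genes. With an assumed coefficient of variation (CV) between replicates added to the counting error, a choice made after the data were seen, 28 genes were higher and 485 lower at a CV of 0.1, 4 and 141 at 0.2, and 1 and 59 at 0.3. The CV of these cultures is not known. The largest decreases by GFOLD(0.01) value were in *pud-2.2* (WBGene00017500, chromosome V, 2323014 to 2323524), which had 220 reads with wild-type *E. coli* and 2 with the *pdxH* mutant and was at least 34.4-fold lower at the end of its 95% interval nearest to no change, and in its neighbor *pud-3*, which had 182 and 3 reads and was at least 23.4-fold lower by the same measure. *pud-2.2* has a near-identical copy within the same cluster, and the authors' counting could have split or dropped reads of the copies. The lipase-family gene *lips-6* fell from 3944 to 304 reads, a log2 ratio of -3.88 (95% interval -4.05 to -3.72). The collagen genes *col-63* and *bli-6* had 75 and 95 reads with wild-type *E. coli* against 0 and 3 with the *pdxH* mutant, and were at least 22.9-fold and 12.1-fold lower. The largest increases were in *frm-5.2*, with 37 and 172 reads and a log2 ratio of 2.01 (95% interval 1.52 to 2.54), in *vmo-1*, with 2 and 28 reads and at least 3.22-fold higher, and in the pseudogene WBGene00005656, with 1 and 20 reads and at least 2.96-fold higher. *frm-5.2* spans a gene on the opposite strand, Y38C1AB.5, which had 10 and 1 reads. The fatty acid desaturase gene *fat-7*, a close paralog of *fat-6*, rose from 3112 to 8805 reads, a log2 ratio of 1.31 (95% interval 1.25 to 1.37), and the C-type lectin gene *clec-210* rose from 82 to 285 reads, a log2 ratio of 1.60 (95% interval 1.26 to 1.96).

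**Figure D1:**
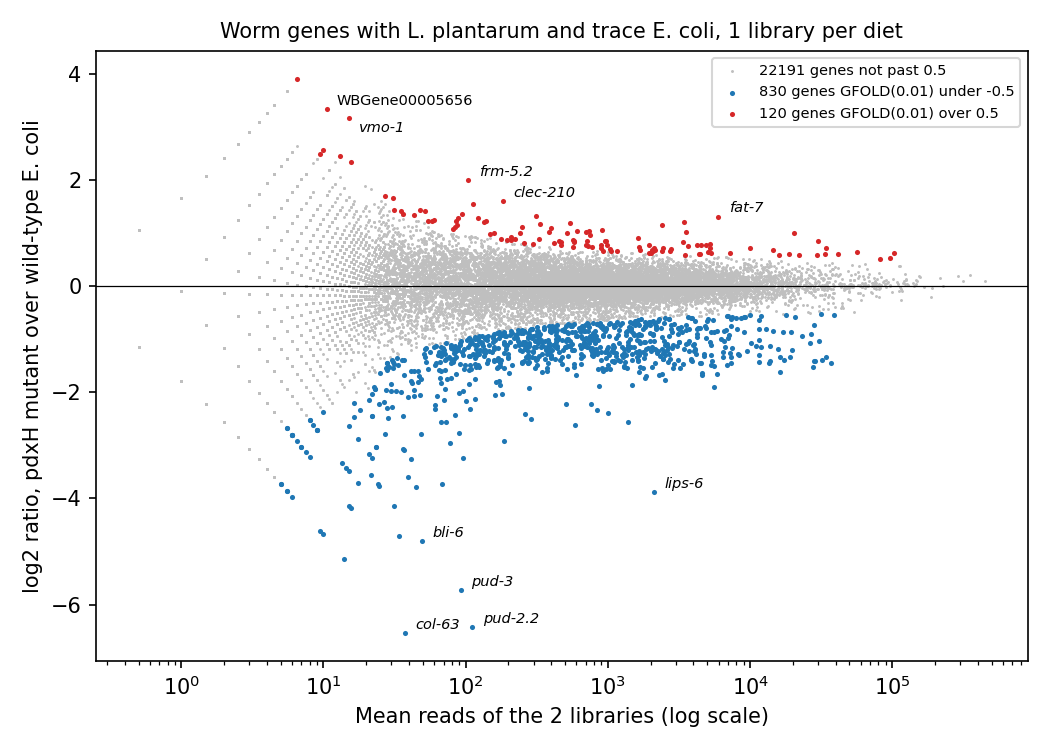
Log2 ratio of the value with the *pdxH* mutant to the value with wild-type *E. coli* (vertical axis) against the mean number of reads of the 2 libraries on a log scale (horizontal axis), 1 point per gene for the 23141 genes with reads. Blue points are the 830 genes and red points the 120 genes past the threshold in the authors' deposited table, and the 5 genes with the highest and the 5 with the lowest GFOLD(0.01) value are named.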

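Gene families chosen by symbol before the data were examined were compared between the 2 diets, each by the median log2 ratio of its genes with reads. The place of this median among 10000 random lists of the same size and similar expression describes these 2 libraries only. The 175 cuticle collagen genes had a median log2 ratio of -0.94, and none of the random lists was as low. In the authors' deposited table 90 of them were under -0.5 and 0 were over 0.5, and their reads added up to 927657 with wild-type *E. coli* and 532815 with the *pdxH* mutant. The 56 moulting genes had a median of -0.61 and the 32 cell cycle genes a median of -0.45, with 31 of the latter lower, and again none of the random lists was as low. The major sperm protein genes had only 166 and 45 reads in all. Their median was -2.05. Over the 14 genes with more than 3 reads in 1 or both libraries it was -1.30, with counts of at most 3 reads set at the detection limit. It was -4.68 with a pseudocount of 0.1 and 0 with the authors' GFOLD(0.01) value. A filter of 50 reads left *msp-33*, at -0.55. The size of this median thus depends on the processing, and reads can be shared among these near-identical genes. The vitellogenin genes had 52 and 39 reads in all, and their median of -0.66 was not apart from random lists, of which 1005 were as low. Over all of these growth and moulting families together, 259 of 296 genes were lower, with a median of -0.79. This median was -0.29 when the authors' deposited GFOLD(0.01) values were used in place of the log2 ratio. The families of metabolic and signaling genes chosen here moved less. They do not stand for all genes of the metabolic and oxidation-reduction terms that the paper reports. The desaturase genes *fat-1* to *fat-6*, outside these families and listed after the data were seen, were all higher, with a median of 0.56. The median was 0.10 for the 74 cytochrome P450 genes, for which 211 random lists were as high, 0.14 for the 67 UDP-glucuronosyltransferase genes, for which 11 were as high, and 0.09 for the 30 short-chain dehydrogenase genes, for which 419 were as high. The 44 glutathione *S*-transferase genes went the other way, with a median of -0.12 and 45 random lists as low. The 136 neuropeptide genes, the 250 nuclear hormone receptor genes and the 964 chemoreceptor genes had medians of 0.30, 0.18 and 0.38, each higher than all random lists, although the chemoreceptor genes together had only 15922 and 23202 reads. The medians of the 188 C-type lectin genes (-0.07) and the 13 lysozyme genes (0.08) were within the central 95% of random lists. The metabolic and signaling families together had a median of 0.21, and a median GFOLD(0.01) value of 0 in the authors' deposited table. Of the 1766 genes pooled, 964 were chemoreceptor genes, so the pooled median does not describe the metabolic families, whose own medians ran from -0.12 to 0.14. As a reference, the 76 ribosomal protein genes had a median of 0.02, with 5928 random lists as low. The percentages of genes per GO term that the paper reports in Supplementary Data 1 are whole numbers of genes for lists of 994 higher and 1532 lower genes or multiples of these, and for none of the terms with 120 or 830 genes.

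**Figure D2:**
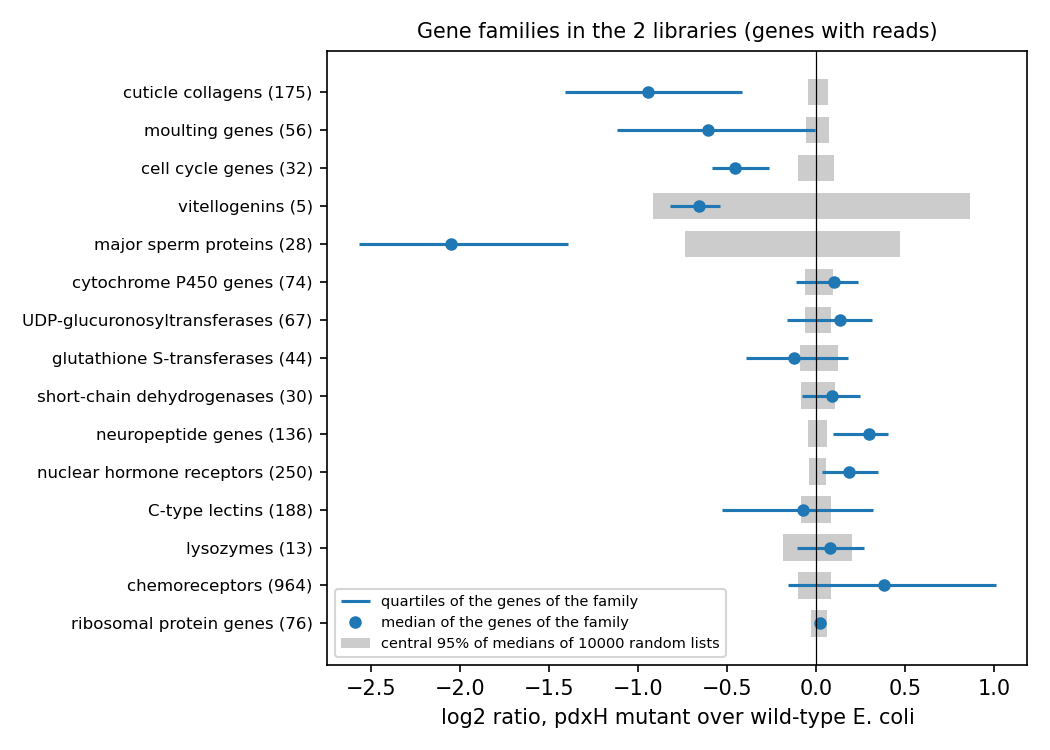
Log2 ratio of the *pdxH* mutant diet to the wild-type *E. coli* diet (horizontal axis) for each gene family (vertical axis, with the number of genes with reads). Points are medians, lines join the quartiles of the genes of a family, and gray bars hold the central 95% of the medians of 10000 random lists of similar expression. The cuticle collagen, moulting, cell cycle, major sperm protein and glutathione *S*-transferase genes lie to the left of their gray bars, and the cytochrome P450, UDP-glucuronosyltransferase, neuropeptide, nuclear hormone receptor and chemoreceptor genes lie to the right.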

Gene ontology (GO) analysis showed that upregulated genes were mainly involved in the metabolic process and oxidation-reduction process (Fig. 6a), while downregulated genes were mainly involved in development and growth (Fig. 6b), consistent with the developmental arrest phenotype. To gain insight into the crosstalk of vitamin B6 biosynthesis in *E. coli* with host vitamin B6 metabolism, we assessed the expression level of genes involved in host vitamin B6 metabolism. The RNA-seq results showed fluctuated gene transcription in host PLP binding (Fig. 6c). 

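The 16 PLP-binding genes of Fig. 6c had between 592 and 20233 reads per library, and their log2 ratios ran from -0.63 to 0.47, with 8 genes lower and 8 higher on the *pdxH* diet. The counting interval left out 0 for each of the 16 genes, but with 1 library per diet it is not known whether changes of this size exceed the variation between cultures. The lowest ratio was that of *oatr-1* (WBGene00015814, chromosome III, 6394236 to 6396182), which encodes ornithine aminotransferase and had 3106 reads with wild-type *E. coli* and 2293 with the *pdxH* mutant (95% interval -0.70 to -0.55). The highest was that of *eppl-1* (WBGene00020139, chromosome IV, 8449353 to 8451759), with 12811 and 20233 reads (95% interval 0.44 to 0.50). *F26H9.5* (WBGene00009177, chromosome I, 9312631 to 9314891) had 5178 and 7520 reads and a log2 ratio of 0.35 (95% interval 0.30 to 0.40), and one end of it overlaps *uev-3* on the opposite strand, which had 768 and 1045 reads. The other higher genes, *unc-25*, *F57B9.1*, *sptl-3*, *gad-3*, *kynu-1* and *sptl-1*, had log2 ratios between 0.20 and 0.30. *sptl-1* spans *tre-5* on the opposite strand, which had 432 and 567 reads. The GFOLD(0.01) values computed again from the reads ran from -0.53 to 0.43. In the authors' deposited table 2 of the 16 genes were past the threshold of 0.5, both of them lower.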

Further qPCR analysis confirmed the relative mRNA level changes of two representative genes *eppl-1* and *F26H9.5*, compared to the internal reference gene *act-1* (Fig. 6d). These results suggest a fundamental role of *E. coli* vitamin B6 in regulating host PLP binding activity and restoring worm development with a diet of *L. plantarum*.

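Taken as a list, the 16 PLP-binding genes had a median log2 ratio of -0.05, and 1362 of 10000 random lists of similar expression had a median as low. The median size of the change, in either direction, was 0.34 on the log2 scale, against a range of 0.06 to 0.22 for the central 95% of random lists, and none of the 10000 lists had a median size as large. The paper's text does not name the rule by which the 16 genes were picked. None of them has a GFOLD(0.01) value of 0 in the authors' deposited table, so where they were picked on these libraries the size of their changes is not independent evidence. The RNA-seq libraries hold the transcripts of PLP-binding genes and do not measure PLP binding itself. From the up and down changes among these genes and from qPCR of *eppl-1* and *F26H9.5*, the paper proposes that vitamin B6 from *E. coli* regulates PLP binding activity in the host. Its proposal that this vitamin restores the development of worms on *L. plantarum* has other evidence too. That evidence is the growth of worms with *E. coli* mutants of vitamin B6 synthesis and with added PLP or pyridoxine.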

**Fig. 6:**
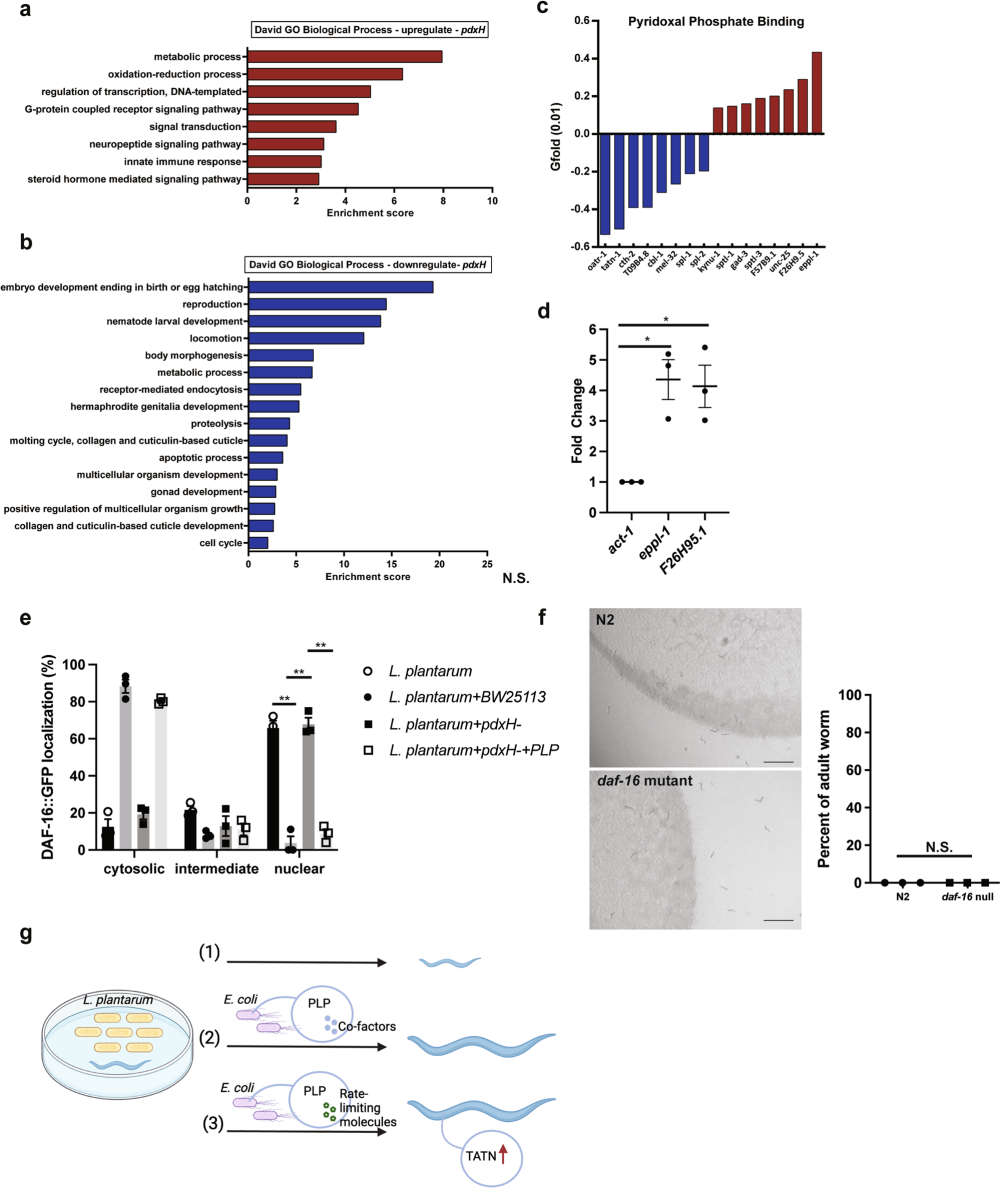
The function of *E. coli pdxH* relies on its ability to coordinate host metabolic processes and PLP-binding activity. **a** The most enriched gene ontology (GO) terms in upregulated genes in worms fed on *E. coli pdxH* vs WT *E. coli* together with 150 µl *L. plantarum*. **b** The most enriched gene ontology (GO) terms in downregulated genes in worms fed on 0.2 µl *E. coli pdxH* vs. WT *E. coli* together with 150 µl *L. plantarum*. **c** RNA-seq results reveal the expression levels of genes involved in host vitamin B6 metabolism. Down-regulated genes are indicated in blue, and up-regulated genes are indicated in red. **d** qPCR analysis shows the relative changes in the mRNA level of two representative genes, *eppl-1* and *F26H9.5*, compared to the internal reference gene *act-1*. **e** Bar graph demonstrating the activation of DAF-16::GFP nuclear translocation in worms fed *L. plantarum* only or *L. plantarum* together with 0.2 µl *E. coli pdxH* compared to the worms fed *L. plantarum* together with 0.2 µl *E. coli pdxH* or wt *E. coli* BW25113. **f** Representative images and bar graphs showing *daf-16* null worms were fed either *L. plantarum* or OP50. Scale bar, 1000 μm. Data are presented as mean ± SEM in three independent experiments; Significance is determined by unpaired two-tailed Student’s *t*-test. * Indicates *P*-value < 0.05, ** indicates *P*-value < 0.01, N.S. indicates non-significant difference. **g** A proposed model suggests that bacterial PLP acts as a cofactor of bacterial-derived molecules, promoting *L. plantarum* consumption and worm growth.

### The developmental arrest induced by the *L. plantarum* diet in worms does not rely on FoxO/DAF-16 activation

The insulin-like signaling (IIS) pathway plays a pivotal role in regulating developmental arrest and gene expression in *C. elegans* when confronted with adverse conditions such as nutrient depletion and oxidative stress^18,19^. The FOXO transcription factor DAF-16, a downstream effector of the IIS pathway, is responsible for integrating stress signals and translocating from the cytoplasm to the nucleus^20,21^. To shed light on the participation of DAF-16 in worm developmental arrest mediated by *L. plantarum*, we investigated the subcellular localization of DAF-16 in worms exposed to various conditions, including those exclusively fed *L. plantarum*, *L. plantarum* in combination with 0.2 µl of BW25113, *L. plantarum* with 0.2 µl of the *E. coli pdxH* mutant, and *L. plantarum* with 0.2 µl of the *E. coli pdxH* mutant in addition to 1 mM PLP. We found that worms fed *L. plantarum* only or *L. plantarum* with 0.2 µl of the *E. coli pdxH* mutant exhibited a significant increase in the nuclear localization of DAF-16 after 4 days incubation when compared to worms fed *L. plantarum* with 0.2 µl of wild-type *E. coli* BW25113 (Fig. 6e). In addition, PLP supplementation reversed the DAF-16 nuclear translocation (Fig. 6e), indicating the nuclear translocation of DAF-16 in worms fed *L. plantarum* with 0.2 µl of the *E. coli pdxH* mutant is likely due to stress associated with deficiency in PLP or a decrease in a downstream PLP-regulated process. To further clarify the role of *daf-16*, we asked whether *daf-16(mu86)* null mutants developmentally arrest or can develop on *L. plantarum*. When this mutant was exclusively fed *L. plantarum*, the worms exhibited developmental arrest (Fig. 6f). This suggests that processes that lead to developmental arrest do not rely on *daf-16* for activation.

## Discussion

Animals require essential nutrients to support their development. Microbes, either through commensal interactions or as food sources, provide certain essential nutrients that cannot be synthesized by the animal. Our study shows that *L. plantarum*, when provided as a nutrient-deficient food source for *C. elegans*, can induce reversible developmental arrest. This finding enhances our understanding that larvae hatching in the presence of food but lacking essential nutrients fail to develop. Notably, a trace amount of *E. coli* enables worms to overcome this developmental arrest and complements the nutrient deficiency in *L. plantarum*. With this *L. plantarum*-induced developmental arrest model, we screened an *E. coli* single deletion library and found that the alteration of bacterial genetic composition influences *C. elegans* recovery from developmental arrest. As a result, the bacterial *pdxH* is not nutritionally adequate for the development of worms fed on *L. plantarum*. However, the supplementation of the *pdxH* downstream metabolite PLP compensates for the nutrient deficiency and recovers developmental arrested worm growth. These results emphasized the importance of coexisting *E. coli* acts synergistically with *L. plantarum* and provides essential nutrients to larval development in *C. elegans*.

Interestingly, our RNA-seq analysis revealed multiple PLP binding genes are decreased in larval *C. elegans* fed with *L. plantarum* (Fig. 6c), one of which is *tatn-1* (Fig. 6c). *tatn-1* gene encodes a tyrosine aminotransferase (TAT), previous studies have shown that TAT is a PLP-dependent enzyme catalyzes the conversion of tyrosine to 4-hydroxyphenylpyruvate, which is a rate-limiting step to metabolize tyrosine to fumarate and acetoacetate^22,23^. 

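*tatn-1* (WBGene00009628) lies on chromosome X from 14791008 to 14792984 on the plus strand, with 1787 bases of exons. It had 11159 reads in the library from worms fed *L. plantarum* with wild-type *E. coli* and 8669 in the library from worms fed *L. plantarum* with the *pdxH* mutant. Its log2 ratio was -0.55 (95% counting interval -0.59 to -0.51), a 1.47-fold decrease, and its GFOLD(0.01) value in the authors' deposited table was -0.504. Among the other PLP-binding genes that were lower on the *pdxH* diet, the log2 ratio was -0.50 for *T09B4.8*, -0.46 for *cth-2*, -0.42 for *cbl-1*, -0.39 for *spl-2*, -0.33 for *mel-32* and -0.30 for *spl-1*. *cth-2* overlaps ZK1127.3 on the opposite strand, which had 639 and 783 reads.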

RNAi knockdown of *tatn-1* gene expression can stall larval development^24,25^. Here, we hypothesize that the PLP from *E. coli* functions as a coenzyme of worm TAT, the absence of PLP from the dietary bacteria leads to a reduced expression of *tatn-1* (Fig. 6c), subsequently leading to downstream deficiency in fumarate and acetoacetate or detrimental buildup of tyrosine and the developmental arrest. It is possible that *E. coli* is responsible for delivering vitamin B6 to *C. elegans* TATN-1, either through a bacterial conjugate (such as a PLP-binding bacterial protein) or it is equally possible that *C. elegans* does not directly require vitamin B6, but instead, it relies on specific rate-limiting molecules from *E. coli* that require vitamin B6 for their synthesis (Fig. 6g).

In most animals, including *C elegans*, the PLP biosynthetic pathway is dysfunctional, requiring them to obtain vitamin B6 from their diet or microbiome^26^. Some species of microbiota including Lactobacillus lack the ability to biosynthesize vitamin B6^27^, which makes synergistic in providing nutrients to the host important between microbes. Colonization of bacteria that has genomic diversity in vitamin B6 synthesis in *C. elegans* is beneficial to the health and life traits of the host^28^. In a chemically defined medium, *C. elegans* maintenance medium (CeMM), the active form of bacterial vitamin B6, PLP, is indispensable for worm population growth and health^29^. Lack of autonomous *E. coli* synthesis of PLP does not affect worm growth as the diet alone, provided sufficient live mutant bacteria is fed to the worms (Fig. 5f). This observation suggests that PLP-binding enzymes in living *pdxH* mutants can either (i) serve as a delivery vehicle for the vitamin to *C. elegans* enzymes, such as tyrosine aminotransferase, or (ii) vitamin B6 might be required for *E. coli* PLP-dependent enzymes to synthesize essential molecules, such as amino acids, that might be deficient in the context of a *L. plantarum* diet for larval *C. elegans*^30^. When *pdxH* mutant is cultivated in nutritionally rich LB broth (usually containing yeast extract), it likely provides vitamin B6 along with all of the amino acids that are synthesized by vitamin B6 binding enzymes. It’s possible that the essential enzymes in the *pdxH* mutant diet are loaded with vitamin B6 from its yeast extract containing growth media. Consequently, the greater the quantity of *pdxH* mutant added to *C. elegans*, the more indirectly yeast-derived vitamin B6 is introduced, thereby supporting worm growth.

The ability of organisms to sense their nutritional environment enables them to alter their growth and metabolism accordingly. Previous studies on larval arrest have shown that the insulin/insulin-like growth factor signaling (IIS) pathway plays a crucial role in sensing the nutritional environment and regulating entry into arrest^31^. The IIS pathway is the principal regulator linking nutrient levels to metabolism and development in *C. elegans*. DAF-2, which is an ortholog of the insulin/IGF-1 transmembrane receptor, plays a key role in regulating worm development^32^. DAF-16 is a widely expressed transcription factor belonging to the Forkhead family, it regulates the expression of various genes involved in development, longevity, and stress resistance^32^. DAF-2 functions primarily through the regulation of DAF-16 to control worm developmental arrest^33^. In this study, although DAF-16 does translocate into the nucleus upon *L. plantarum* feeding, it does not seem to be the primary cause of developmental arrest or stalling. The developmental defect from the *L. plantarum* diet is possibly due to a lack of rate-limiting factors crucial for robust developmental progression. DAF-16 might just promote a coping mechanism to sustain worm survival until an adequate amount of rate-limiting substance is acquired. This rate-limiting substance could potentially be vitamin B6 delivered via a bacteria-derived vehicle or other *E. coli* factors that rely on vitamin B6 for their synthesis. As we gain a deeper understanding of the regulatory network controlling post-embryonic development, we may discover additional signals and signaling centers in the future. Given that *Lactiplantibacillus* is also a commensal bacterium in many other metazoans, including humans, investigating the interaction between *Lactiplantibacillus* and *C. elegans* may offer new insights into evolutionarily conserved probiotic effects.

## Methods

### Nematode and bacterial strains

Wild type N2 Bristol, PD4667 *hlh-8::gfp* + *dpy-20*(+), TJ357 *daf-16p::daf-16a/b::gfp* + *rol-6(su1006)*, and CF1037 *daf-16(mu86)* I was obtained from the Caenorhabditis Genetics Center (CGC) and maintained on nematode growth medium (NGM) 6 cm Petri dish plates at room temperature. All experiments were performed with synchronized L1 stage hermaphrodite animals. *E. coli* OP50 and the Keio collection parent strain *E. coli* BW25113 were grown at 37 °C in Lysogeny broth (LB) Miller’s version. *E. coli* deletion strains were grown at 37 °C in LB with 50 µg/ml kanamycin. *Lactiplantibacillus plantarum* ATCC8014 was grown at 37 °C in Lactiplantibacillus MRS broth for 24 h. Bacterial cultures were seeded on NGM plates and dried for 1 h at room temperature prior to use in experiments.

### CFSE staining

The green fluorescent dye 5(6)-Carboxyfluorescein diacetate succinimidyl ester (CFSE, MedChemExpress) was used to track the bacteria. 1 ml of *L. plantarum* cultured 24 h was harvested and centrifuged at 4000 × *g* for 5 min. The resulting pellet was resuspended in 1 ml of 10 µM CFSE in PBS and incubated in the shaker at 37 °C at 200 rpm for 30 min while avoiding light. After staining, the bacteria were washed three times with PBS and resuspended in PBS.

### Dauer larvae isolation

The N2 hermaphrodites were grown with OP50 at room temperature for ~10 days, during which there was an abundance of dauer larvae on the plate. The worms were then washed off the plate, and the worm pellet was resuspended in 1% SDS (sodium dodecyl sulfate). The worms were incubated in 1% SDS for 30 min with gentle agitation. Then, the worms were washed 1–5 times with M9 buffer to remove all SDS. To remove the carcasses of non-dauer larvae, 6 ml of 30% ice-cold sucrose was added to the worm pellet and then centrifuged at 4 °C for 5 min at a speed of 3000 rpm. The floating worms were aspirated, and the pellet was washed twice with M9 buffer to remove excess sucrose. To eliminate the potential existing OP50 in the gut, the isolated dauer worms were washed twice with 100 µg/ml gentamycin, each wash lasting 10 min. After washing three times with M9 to remove gentamycin, the worms were suspended in the M9 buffer.

### *E. coli* Keio collection screen

The MRS broth-cultured *L. plantarum* was concentrated to OD600 = 10 and resuspended in an M9 buffer. Subsequently, 150 µl of *L. plantarum* suspension (1.2 × 10^8^ c.f.u.) was added to one side of the peptone-free NGM plate. The *E. coli* mutants were cultured overnight at 37 °C in LB medium with 10 mg/ml kanamycin. Then, 0.2 µl of each mutant culture (OD600 = 1, 1.6 × 10^5^ c.f.u.) was seeded to the other side of *L. plantarum* plate. Approximately 300 synchronized L1 worms were added to the screen plate and placed at room temperature. Then worm sizes were scored on days 3 and 4. Each mutant in the library was screened once for the primary screen. For the secondary screening, 421 candidate mutants were screened in triplicate to confirm the slow-growth phenotype.

### PCR verification of deletions

Single gene deletion *E. coli* strains were streaked onto LB agar plates containing 50 µg/ml kanamycin. Subsequently, PCR was performed on individual colonies using genomic and kanamycin-cassette-specific primers. Genomic primers were designed specifically for each strain at a distance of 100–300 bases upstream of the start codon of the gene, and 100–300 bases downstream of the stop codon. The primers used are listed in Supplementary Table 1. The PCR products were then analyzed for the correct size by agarose gel electrophoresis.

### Metabolites supplementation

Pyridoxine (PN, Fisher BioReagents, 1 mM) and pyridoxal 5′-phosphate (PLP, Thermo Scientific, 1 mM) were dissolved in water and added to *E. coli* mutants and then spotted onto the plates.

### Total RNA extraction

*C. elegans* at the same stage grown on *L. plantarum* together with a trace amount (0.2 µl, 1.6 × 10^5^ c.f.u.) of wild-type BW25113 or *pdxH* mutant were collected from peptone-free NGM plates and washed three times with M9 buffer. Then 250 µl of TRIzol reagent (Invitrogen) was added to the worm pellet and worms were homogenized for 5 min. RNA was isolated by adding 50 µl of chloroform, followed by centrifugation to separate the aqueous phase. The aqueous phase was transferred to a new tube and mixed with isopropanol (125 µl) to precipitate RNA. The resulting RNA pellet was washed twice with 70% ethanol (250 µl). RNA pellets were air-dried and then re-suspended in RNase-free water. Any potential genomic DNA contamination was removed by DNaseI treatment using the TURBO DNA-free Kit (Invitrogen).

### Reverse transcription-quantitative PCR (RT-qPCR)

RT-qPCR was performed using the CFX Opus 96 Real-Time PCR System (Bio-rad). To begin, total RNA samples were reverse transcripted into first-strand cDNA using the iScript Select cDNA Synthesis kit (Bio-rad). 1 µl of a 10X diluted cDNA sample was then used in the qPCR reaction with SsoAdvanced Universal SYBR Green Supermix (Bio-rad). Primers were designed using Primer3 software (v4.1.0). Relative mRNA expression levels were calculated using the 2^−△△Ct^ method, and the reference gene *act-1* was used to normalize the gene expression data.

### RNA-seq

Purified RNA was quantified and assessed for quality using an Epoch 2 microplate spectrophotometer (BioTek). cDNA libraries were prepared from 500 ng RNA per sample. Libraries were then sequenced on an Illumina HiSeq 2000 sequencing machine using paired-end sequencing with a read length of 100 nucleotides. Adaptor sequences and low-quality reads were removed using Trimmomatic, and the RNA-Seq reads were then mapped to the *C. elegans* genome using STAR 2.5.3a with default settings. Transcript abundance, measured as read counts per gene, was extracted using HTSeq. Differential gene expression analysis was performed using GFold^34^. Gene ontology (GO) analysis was conducted using DAVID.

### DAF-16 localization assay

The strain TJ356 (*daf-16::gfp*) was used to detect the intracellular DAF-16 localization. Synchronized L1 worms were transferred to peptone-free NGM plates covered with the lawns of plenty of *L. plantarum* only, *L. plantarum* with 0.2 µl of BW25113, *L. plantarum* with 0.2 µl of *E. coli pdxH* mutant, and *L. plantarum* with 0.2 µl of *E. coli pdxH* mutant as well as 1 mM PLP. The worms were placed at room temperature for 3 days, then collected and washed three times by M9 buffer. The worms were fixed on the 2% agarose pad of the slides, anesthetized with 0.25 mM levamisole, and covered with coverslips. The worms were imaged using a confocal scanning laser microscope. The percentages of DAF-16 localization (cytosolic, nuclear, and both) were calculated.

### Statistics and reproducibility

The statistical analyses were conducted using GraphPad Prism and Excel. Number of worms scored is indicated as *n*. The results are presented as the mean ± SEM, and the data were evaluated using an unpaired two-tailed Student’s *t*-test. Data are represented as mean ± SEM. * Indicates *P*-value < 0.05, ** indicates *P*-value < 0.01, N.S. indicates non-significant difference. All data are representative of at least three independent experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer review file

Supplementary information

Description of additional supplementary files

Supplementary Data 1

Reporting Summary

## Data Availability

The data that support this finding are available from Supplementary Data 1; RNA-seq data is accessible on NCBI with GEO accession number GSE254343. All other data are available from the corresponding author on a reasonable request.

# Supplementary material for: Bacterial vitamin B6 is required for post-embryonic development in C. elegans
**Source:** Commun Biol. 2024 Mar 26;7:367. doi: 10.1038/s42003-024-05992-2
**Supplement:** Supplementary file 2 — Supplementary information

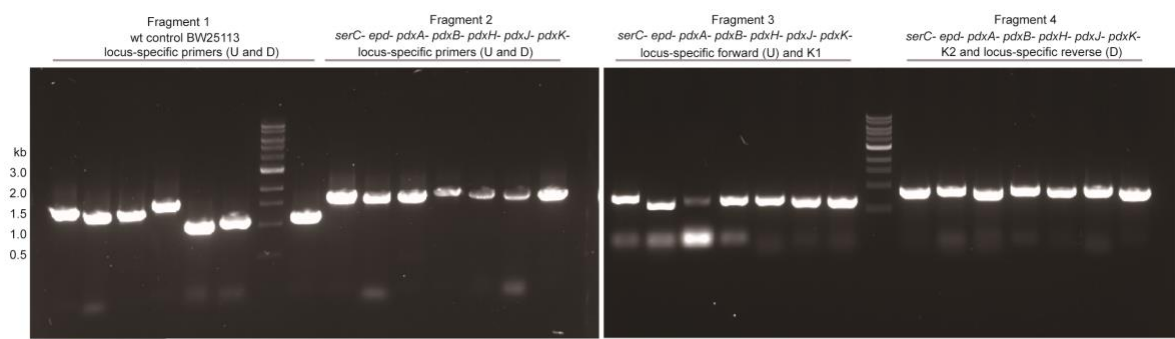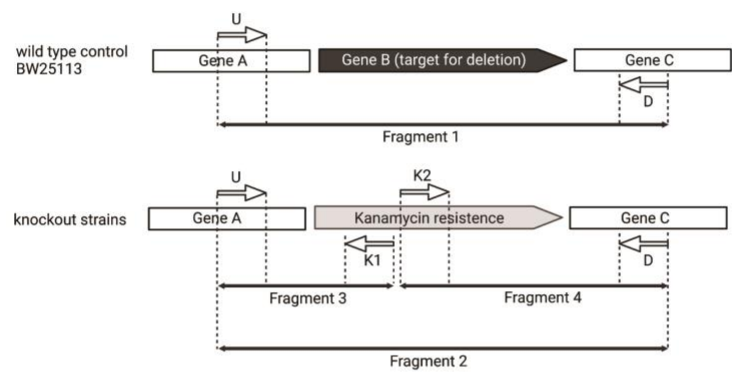

**Supplementary Figure 1** PCR verification was performed to confirm the kanamycin cassette insertion and primer design. The wild type control strain BW25113 and 7 knockout strains were subjected to PCR amplification, and the resulting products were analyzed on a 1% agarose gel. The kan cassette insertions into the genome were validated by culturing in kan-LB media and by performing PCR with neighboring gene locus-specific (U and D) primers in combination with kanamycin (K1 and K2) primers. The NCBI Nucleotide database was used to confirm the K-12 wild-type gene size.

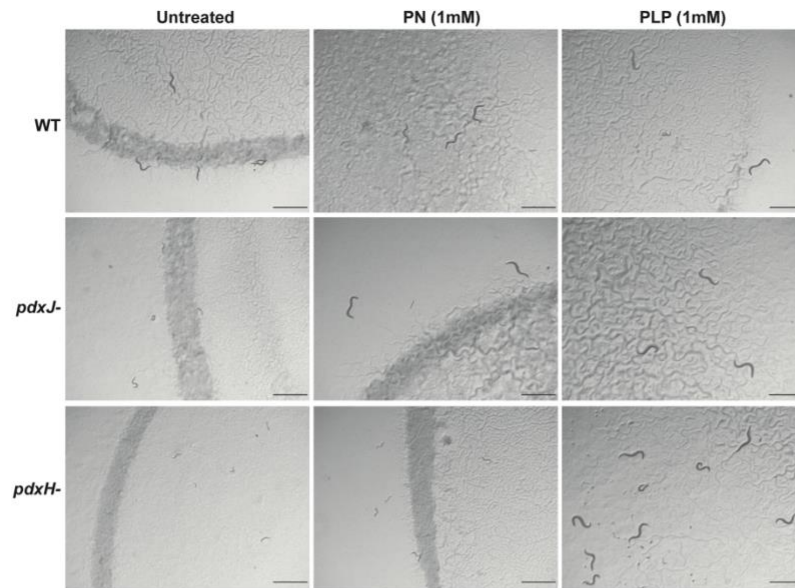

**Supplementary Figure 2** Representative images of worms fed on 0.2µl *E. coli pdxJ* or *E. coli pdxH* mutants together with 150µl *L. plantarum* and supplemented with either the intermediate pyridoxine (PN) or the final metabolite pyridoxal 5'-phosphate (PLP). Images were taken 3 days after synchronized L1 worms were placed on the plates. Scale bar, 1000 µm.

| Keio Gene Name | EcoCyc Gene Name | Forward (5' -> 3')       | Reverse (5' -> 3')       |
|----------------|------------------|--------------------------|--------------------------|
| epd            | epd              | agtcgcagttgcgacaggttaagg | tttgcgccttgttcagggcca    |
| serC           | serC             | tcgggcaaaacgggtgacctga   | gccagcaataaagcgcggttagaa |
| pdxA           | pdxA             | ccgggtcactcttcattcggct   | agaccggggccgatttcgaccat  |
| pdxB           | pdxB             | gataaaggctgattgccgtgc    | cttaccaccaagcgcagttgt    |
| pdxJ           | pdxJ             | aacgcacgggaatttctgacg    | aacgccagaccattgcggatcc   |
| pdxK           | pdxK             | gcagttaacttcgcgtaaacgggg | cctgactcgggtgttatctccaa  |
| pdxH           | pdxH             | aaacagggcatttcagcctctggc | gccccgcctcttgcaattgtt    |
| K1             | KanR             |                          | CAGTCATAGCCGAATAGC<br>CT |
| K2             | KanR             | CGGTGCCCTGAATGAACT<br>GC |                          |

**Supplementary Table 1** Primers used in this study.

# Supplementary material for: Bacterial vitamin B6 is required for post-embryonic development in C. elegans
**Source:** Commun Biol. 2024 Mar 26;7:367. doi: 10.1038/s42003-024-05992-2
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Leica Stereozoom S9i microscope; Bio-Rad CFX96 Touch Real-Time PCR qPCR System

Data analysis Fiji software; GraphPad Prism 9.5.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data and materials that support the findings are available from the corresponding author on request. All relevant data supporting the findings of this study are available within the article and its Supplementary Information files.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size The sample sizes are indicated in the graphs. At least 3 replicates were carried out for each experiment.

Data exclusions No data were excluded from these analysis.

Replication Each experiment has been performed at least three independently. See methods section and figure legends for details.

Randomization All animals were randomly allotted.

Blinding Blinding was performed in all quantifications.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                  |
|-------------------------|----------------------------------------------------------------------------------|
| Laboratory animals      | Wild type N2 Bristol was obtained from the Caenorhabditis Genetics Center (CGC). |
| Wild animals            | No wild animals were used in this study.                                         |
| Reporting on sex        | hermaphrodite                                                                    |
| Field-collected samples | This study did not involve samples collected from the field.                     |
| Ethics oversight        | This study did not require ethics approval.                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

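RNA was sequenced from worms fed 150 µl of *L. plantarum* with 0.2 µl of wild-type *E. coli* BW25113 or of the *E. coli pdxH* mutant, 1 library for each diet. The authors trimmed the reads with Trimmomatic, mapped them with STAR at default settings, counted reads per gene with HTSeq and compared the libraries with GFOLD version 1.1.4.

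The deposited table gives for each of 46904 genes a signal value per library, a log2 fold change, a GFOLD(0.01) value, which is also on the log2 scale, and an error rate. The signal columns are named RPKM by GFOLD, but the authors' run used a length of 20 bases for every gene, so the values are reads scaled by library size alone. The deposited error rate (a q-value named E-FDR) was 1 for each of the 46904 genes and was not used. The deposited log2 fold change is the ratio of reads plus 1, scaled by the library totals, whose ratio was 1.14, and its values were computed again from the recovered reads with a largest difference of 5.00e-06.

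Reads were recovered by dividing each deposited signal value by the value of 1 read, 1.23 with wild-type *E. coli* and 1.08 with the *pdxH* mutant. Among values worth up to 20 reads, 100% came out whole in both libraries. Of all values above 0, 97.8% with wild-type *E. coli* and 97.6% with the *pdxH* mutant were within 0.02 of a whole number. The recovered reads added up to the totals written in the table, 40707752 and 46372171. Protein-coding genes held 98.8% and 98.7% of the reads, and the 20 most abundant genes of each library held 8.82% and 9.31%.

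The log2 ratio of each gene was computed from the signal values with a pseudocount of 1. The 95% interval of a ratio comes from the posterior distribution of the ratio of Poisson rates and covers counting error only. GFOLD(0.01) was computed again as the 1% tail of the same distribution. It differed from the deposited value by at most 0.186 among the 13227 genes with at least 100 reads in the 2 libraries together. With 1 library per diet no test across genes was made. An exact binomial test on the recovered reads, with Benjamini-Hochberg adjustment, was run as an added alternative, and it compares the 2 libraries, not the diets. It called 677 genes higher and 1360 lower at an adjusted p of 0.05 and a log2 fold change past 0.5. A count of at most 3 reads was taken as the limit of detection. The fold of a gene at this limit is given as the end of its 95% interval nearest to no change, which was lower than the fold against 3 reads for each such gene named.

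Gene lists were described by their median log2 ratio and by its place among 10000 random lists of the same size, drawn from genes with reads and matched on 20 bins of mean log2 expression. A second match used 10 expression bins with 5 bins of exon length in each. There were 18 lists chosen by gene symbol before the data were examined and 11 added afterwards. The first hold the Fig. 6c genes, cuticle collagens, moulting, cell cycle, vitellogenin, major sperm protein, cytochrome P450, UDP-glucuronosyltransferase, glutathione *S*-transferase, short-chain dehydrogenase, neuropeptide, nuclear hormone receptor, C-type lectin, lysozyme, chemoreceptor, DAF-16 target, ribosomal protein and actin genes. The added lists hold propionate shunt, desaturase, further PLP-dependent, pan-neuronal, body wall muscle, intestinal, pharyngeal muscle and germline genes. They also hold methionine cycle and related genes, furrow collagens and other *dpy*, *rol*, *sqt* and *bli* collagens. The genes named at the claims were fixed beforehand as the 16 genes of Fig. 6c, *act-1*, and the 5 genes at each end of the GFOLD(0.01) values. Overlapping genes named beside them were found in the annotation afterwards.

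The alternatives set before the data were examined were a threshold of 1, any non-zero GFOLD(0.01) value, the deposited log2 fold change, pseudocounts of 1 and 0.1 without the allowance for counting error, a filter on low values, centring on the median, and for *eppl-1* and *F26H9.5* other references than *act-1*. GFOLD computed again, the binomial test, a filter of 50 reads, genes at their detection limits and assumed coefficients of variation (CV) between replicates were added after the data were seen. The procedures were tested on simulated reads for 23141 genes with 200 genes changed by a log2 ratio of 1.5 in either direction. These reads held counting error only, and the 200 genes were drawn from those with at least 100 reads. The rates below therefore do not cover variation between cultures or changed genes with few reads. GFOLD computed again recovered 195 of the 200 and called 11 of 22941 unchanged genes, and the binomial test recovered 197 and called 3. Of the simulated genes with at least 100 reads, 94.9% had the true value inside the 95% interval. Of 200 unshifted lists of 16 genes drawn at random, 3.0% fell outside the central 95% of random lists. Genes that are regulated together were not simulated.

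Gene symbols were found for 44017 of the identifiers, 93.8%. Positions and exon lengths come from the Ensembl annotation of WBcel235. The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The qPCR, growth, microscopy and bacterial screen experiments of the paper were not analysed here.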

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

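The genes below lie outside those the paper discusses and were higher on the *pdxH* diet than in the wild-type *E. coli* library, which serves as the control. The tests on them were chosen after the highest and lowest genes had been seen.

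Fatty acid desaturases were higher with the *pdxH* mutant. *fat-7* is among the 5 genes with the highest GFOLD(0.01) value, and each of the 6 other desaturase genes, *fat-1* to *fat-6*, was higher too, with a median log2 ratio of 0.56 and a range of 0.38 to 0.62. None of 10000 random lists of similar expression was as high, and none matched on exon length as well. *fat-6* and *fat-7* are close paralogs whose reads can be split between them, but *fat-1* to *fat-5* had log2 ratios of at least 0.38, so sharing of reads within that pair does not account for the rise of the family. A larger share of intestinal RNA is also argued against, since the 12 intestinal genes had a median of -0.18. The diet and a difference between single cultures stay open, as 1 library per diet does not separate them. A difference in larval stage was not tested for these genes, and the paper's methods state that the worms were collected at the same stage.

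*acdh-1*, which encodes an acyl-CoA dehydrogenase of the propionate shunt, rose from 12356 to 28262 reads, a log2 ratio of 1.01 (95% counting interval 0.98 to 1.04). Its paralog *acdh-2* rose as well, with a log2 ratio of 0.62, so the rise of *acdh-1* is not matched by a loss of reads from *acdh-2*. The 4 other shunt genes, *ech-6*, *hach-1*, *hphd-1* and *alh-8*, were all higher, with a median of 0.25, and 178 of 10000 random lists were as high (375 when matched on exon length). *hphd-1*, at 0.52, was the highest of the 4. A list of 8 methionine cycle and related genes, which also holds *pmt-1*, *pmt-2* and *cbs-1*, had a median of 0.35, with 1 random list as high. The highest was *pmt-1* at 0.60, while *sams-1* was lower at -0.21 and *cbs-1* was at 0.01. The intestinal genes, with their median of -0.18, argue against a larger share of intestinal RNA here too. Propionate shunt genes are known to rise in worms short of vitamin B12, and a candidate explanation is that the diets differ in B12 or in its use as well as in B6. No B12 measurement was used here, and this hypothesis was not tested beyond these genes.

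*cysl-2*, which encodes a PLP-dependent cysteine synthase family enzyme and is not among the genes of Fig. 6c, rose from 21824 to 37193 reads, a log2 ratio of 0.58 (95% counting interval 0.56 to 0.61). Its relatives *cysl-1* and *cysl-3* had log2 ratios of 0.10 and 0.16, so reads moved from them do not account for the rise. Its GFOLD(0.01) value in the authors' deposited table is 0.553, past the paper's threshold, whereas none of the 16 genes of Fig. 6c is higher past it. No biological explanation was tested for this gene.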

How the results depend on the processing

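No paired analysis was possible because each diet has 1 library, and for the same reason there was no fit that left out a library.

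The number of genes past a threshold depended on the processing. Against 120 higher and 830 lower genes, a GFOLD(0.01) threshold of 1 gave 9 and 303, any non-zero value 3495 and 3523, the authors' log2 fold change past 0.5 gave 3817 and 4561, the log2 ratio past 0.5 gave 4123 and 4499 with a pseudocount of 1 and 4247 and 4641 with 0.1, and the log2 ratio centred on its median gave 3836 and 4521. The share of lower genes was 87.4% past a GFOLD(0.01) value of 0.5 and 50.2% among all non-zero values. It was 54.1% with the centred log2 ratio against 52.2% without centring. With the binomial test and a log2 fold change past 0.5, added after the data were seen, it was 66.8%. The excess of lower genes is thus largest where a threshold on size is joined to an allowance for counting error. It is not seen in the number of genes that moved at all. A filter on low values, at least 1 in 1 or both libraries, left 120 and 830. It is no test of these counts, since 1 read is worth 1.23 or 1.08 and any gene with reads passes.

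Other alternatives were chosen after the data were seen. GFOLD computed again from the reads gave 139 and 875, a filter of 50 reads 113 and 778, and the binomial test 677 and 1360. Allowing for an assumed replicate CV of 0.1, 0.2 or 0.3 on top of the counting error gave 28, 4 and 1 higher genes and 485, 141 and 59 lower genes. The replicate CV itself cannot be measured with 1 library per diet. In simulated pairs of libraries with no true change, a CV of 0.1 gave 24 higher and 33 lower genes past 0.5, a CV of 0.2 gave 704 and 737, and a CV of 0.3 gave 1764 and 1832. The 139 higher genes computed the same way from these libraries are fewer than the higher genes simulated at a CV of 0.2 or 0.3. The 875 lower genes are more than those simulated at 0.2 and fewer than those at 0.3. At each simulated CV the higher and lower genes were near equal in number. Noise of this kind, drawn separately for each gene, therefore does not by itself give 139 against 875. Variation that moves many genes together was not simulated. The absence of replicates still limits how many of the calls can be taken as effects of the diet.

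The medians of the growth and moulting families (-0.79), of the metabolic and signaling families (0.21) and of the DAF-16 target genes (-0.16) became -0.29, 0 and -0.021 with the authors' GFOLD(0.01) value, which is drawn toward 0 by construction. The metabolic and signaling median was 0.22 with a pseudocount of 0.1 and 0.23 with genes at their detection limits; the cause was not tested. The median of the Fig. 6c genes (-0.05) moved by less than its counting error under the 6 alternatives. Most of these could hardly act on it. The genes had at least 592 reads per library, beyond the reach of the filters and detection limits, and centring moves a ratio by only 0.0042. The authors' GFOLD(0.01) value gave -0.03. Among the 27 single lists, 28 of 161 alternatives moved the median by more than its counting error, 22 of them with the GFOLD(0.01) value, and 0 changed its sign. The median of the major sperm protein genes, which have few reads, moved with 4 of these alternatives. All of the 27 named genes kept their direction, and their ratios moved past the counting interval only with the GFOLD(0.01) value.

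The ratio of *eppl-1* to *act-1* between the diets, 1.71, became 1.56 with the sum of *act-1* to *act-4* as reference and 1.39 with no reference, and that of *F26H9.5*, 1.57, became 1.43 and 1.27. By construction these ratios differ by how far the reference itself fell on the *pdxH* diet. A pseudocount of 1 left both ratios within their counting error.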

Differences from the paper's values

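For *eppl-1*, the paper's qPCR fold relative to *act-1* in Supplementary Data 1 has a mean of 4.36 (SD 1.13, n = 3), and the same ratio from the RNA-seq libraries was 1.71 (95% counting interval 1.65 to 1.77). For *F26H9.5* the paper's mean is 4.14 (SD 1.20, n = 3), taken from values that the supplementary sheet labels F26H95.1 on the assumption that this is *F26H9.5*, and the RNA-seq ratio was 1.57 (95% counting interval 1.504 to 1.643). The direction is the same and the assays differ. Of the alternatives set before the data were examined, the sum of *act-1* to *act-4* as reference (1.56 and 1.43), no reference gene (1.39 and 1.27) and a pseudocount of 1 (1.71 and 1.57) did not close the gap for either gene. None of them could have closed it. The changes of reference could only lower these ratios, since *act-1* itself fell, and a pseudocount of 1 hardly acts on genes with so many reads.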

Other observations

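The tests of the most abundant genes, of vitellogenin and sperm genes and of *act-1* were set before their results were seen. The lists of Fig. 6c, cuticle collagen, DAF-16 target and actin genes were also fixed beforehand. The other lists and tests in this part were chosen afterwards.

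Lower genes outnumbered higher ones past the threshold. The 20 most abundant genes of each library held 9.31% of the reads with the *pdxH* mutant and 8.82% with wild-type *E. coli*, which argues against a few abundant genes as the source of the excess. Centring moved each ratio by only 0.0042 and is no test of scaling. The shift of all genes that made the counts equal differed with the threshold, at 0 for non-zero GFOLD values computed from the reads, 0.21 past 0.5 and 0.42 past 1 on the log2 scale. After the shift of 0.21, 164 genes were lower and 27 higher past 1, and 1569 were lower and 7948 higher among non-zero values. This argues against a single shift of the whole library as the whole cause of the excess. A smaller shift on top of other changes stays open.

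The lower cuticle collagens were general. Of 175 genes, 155 were lower, and the 6 furrow collagens and 14 other *dpy*, *rol*, *sqt* and *bli* collagens, which the collagen list also holds, had medians of -1.15 and -1.41. Of random lists matched on exon length as well as expression, 0 were as low as the collagens, which argues against a length bias. Germline genes, chosen as a list that moulting does not control, were lower in 17 of 17 cases with a median of -0.40 and 1 random list as low. A different phase of the moulting cycle alone thus does not account for the lower germline genes. For the cuticle collagens and moulting genes it stays open, since the germline list does not test them. Body wall muscle genes (11 of 11 lower, median -0.17, with 88 random lists as low) and intestinal genes (median -0.18, with 34 as low) were slightly lower, pharyngeal muscle genes were not apart from random lists (median 0.06), and the 17 pan-neuronal genes were all higher.

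A candidate explanation for these lists together is that the worms on the *pdxH* diet were younger, with less germline and epidermal growth and a larger neuronal share. The paper's methods state that worms were collected at the same stage on both diets, which goes against this explanation, and no record of their age was used here. The test set beforehand asked for lower vitellogenin and sperm genes. The major sperm protein genes went with it, with 27 of 28 lower, 166 reads in all with wild-type *E. coli* and 45 with the *pdxH* mutant, a log2 ratio of the sums of -2.07 that does not depend on sharing among the copies, and 0 of 10000 random lists as low. The vitellogenins, with 52 and 39 reads in all, were not apart from random lists, and both families have few reads in both libraries. Age and diet cannot be told apart here, since the diet itself slows growth and there is 1 library for each.

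The pan-neuronal genes had a median log2 ratio of 0.19, and 7 of 10000 random lists were as high, in line with a larger share of neuronal RNA on the *pdxH* diet. Within the list, *egl-3*, *ida-1*, *sbt-1* and *egl-21*, which act in neuropeptide processing and release, had log2 ratios of 0.40, 0.37, 0.38 and 0.33, while *unc-18* (0.01) and *rab-3* (0.09) had counting intervals that hold 0. The members were compared after their values were seen. An increase in neuropeptide genes beyond the share of neurons stays open.

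The 6 *pud* genes of a cluster on chromosome V between 2322038 and 2330930 had 605 reads in all with wild-type *E. coli* and 28 with the *pdxH* mutant, a log2 ratio of -4.62. Copies within the cluster are near-identical, but a sum over the cluster does not depend on how reads were divided among them, which argues against sharing of reads as the cause. The neighboring gene Y19D10B.6 had 356 and 396 reads. No biological explanation was tested.

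PLP-dependent enzymes outside Fig. 6c, 24 genes listed after the first results were seen, had a median log2 ratio of 0.02, with 4396 of 10000 random lists as high. The median size of their change was 0.11, and 9437 random lists had one as large, in contrast to the 16 genes of Fig. 6c. In the authors' deposited table 15 of the 24 have a GFOLD(0.01) value of 0 and none of the 16 has. Over the 40 genes together the median size was 0.22, and 127 random lists had one as large.

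By their median, DAF-16 targets were not higher as a set on the *pdxH* diet, the diet on which the paper reports more nuclear DAF-16. The list of 14 genes had a median of -0.16, and 89 of 10000 random lists were as low. Their summed reads, 354635 and 449518, went the other way, with a log2 ratio of 0.15. Most of these reads were those of *icl-1*, with 300850 and 397905. *sod-3* had 751 and 775 reads and a log2 ratio of -0.14 with a counting interval that holds 0 (-0.29 to 0.0022). The 4 higher genes were *hsp-12.6* (0.48), *mtl-1* (0.30), *icl-1* (0.22) and *dod-3* (0.09), and the lowest of the 10 lower genes was *sip-1* (-0.91). *daf-16* itself had a log2 ratio of 0.26 (95% interval 0.23 to 0.29).

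The GO percentages of Fig. 6a and 6b are whole numbers of genes for list sizes of 994 and 1532, the smallest that serve each of the 8 and 16 terms, and for none of them with 120 and 830 genes. In the authors' deposited table 1042 genes are over 0.2 and 1557 under -0.2. The percentages are consistent with GO lists longer than the genes past 0.5, and the paper's text does not name the threshold used for them.

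*act-1*, the qPCR reference, had 11042 and 10206 reads, a log2 ratio of -0.30 (95% interval -0.34 to -0.26), which is a 1.23-fold decrease. The 5 actin genes had a median of -0.30, all 5 were lower, and 60 of 10000 random lists were as low. Reads of *act-1* can be shared with *act-2*, *act-3* and *act-4*. The paper's qPCR folds were 2.55 and 2.63 times the RNA-seq ratios of *eppl-1* and *F26H9.5*, which are already relative to *act-1*. The fall of *act-1* in these libraries therefore does not account for the gap. How far *act-1* moved in the RNA used for qPCR was not measured here, so a larger shift of the reference there stays open.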
